# The transcription factor E2A drives neural differentiation in pluripotent cells

**DOI:** 10.1242/dev.184093

**Published:** 2020-06-22

**Authors:** Chandrika Rao, Mattias Malaguti, John O. Mason, Sally Lowell

**Keywords:** E2A, BHLH, Neural development, Pluripotent

## Abstract

The intrinsic mechanisms that link extracellular signalling to the onset of neural differentiation are not well understood. In pluripotent mouse cells, BMP blocks entry into the neural lineage via transcriptional upregulation of inhibitor of differentiation (Id) factors. We have previously identified the major binding partner of Id proteins in pluripotent cells as the basic helix-loop-helix (bHLH) transcription factor (TF) E2A. Id1 can prevent E2A from forming heterodimers with bHLH TFs or from forming homodimers. Here, we show that overexpression of a forced E2A homodimer is sufficient to drive robust neural commitment in pluripotent cells, even under non-permissive conditions. Conversely, we find that E2A null cells display a defect in their neural differentiation capacity. E2A acts as an upstream activator of neural lineage genes, including *Sox1* and *Foxd4*, and as a repressor of Nodal signalling. Our results suggest a crucial role for E2A in establishing neural lineage commitment in pluripotent cells.

## Abstract (precis)

**Summary:** E2A is usually a permissive partner for instructive transcription factors. Expression and genome editing assays revealed that E2A goes it alone as a homodimer to dominantly impose neural identity on pluripotent cells.

## INTRODUCTION

Following the establishment of the primary germ layers during gastrulation, the embryonic neural plate is specified from the anterior ectoderm at approximately embryonic day (E)7.5 in a process known as neural induction (Tam and Zhou, 1996). Pluripotent embryonic stem cells (ESCs) recapitulate central features of this process when differentiated in culture (Ying et al., 2003b), providing a useful system in which to study the mechanisms guiding these initial cell fate decisions during development. Although the key extracellular signalling pathways that inhibit neural lineage commitment have long been established, less progress has been made in identifying the downstream effectors of these pathways. In particular, inhibition of BMP signalling is crucial for the establishment of the neuroectoderm (Harland, 2000; Di-Gregorio et al., 2007). The finding that BMP signalling inhibits neural differentiation via transcriptional upregulation of Id1 (Ying et al., 2003a) provides compelling evidence that Id proteins block the activity of a factor that would otherwise trigger the onset of neural commitment.

Id proteins lack a DNA-binding domain and function primarily as dominant-negative inhibitors of basic helix-loop-helix (bHLH) transcription factors (TFs), binding to and preventing them from forming functional dimers (Norton, 2000). It has previously been reported that Id1 indirectly inhibits the activity of the bHLH TF *Tcf15.* However, *Tcf15* appears to play a role in general priming for differentiation by enabling morphological changes, and does not have a specific instructive role in neural commitment (Davies et al., 2013; Lin et al., 2019 preprint). We have also found that E-cadherin (Cdh1) acts downstream of BMP to help suppress neural commitment (Malaguti et al., 2013) but it is not known if or how Id1 is mechanistically linked with this process. Id1 is also reported to block the activity of the epigenetic regulator Zrf1, preventing derepression of neural genes in ESCs (Aloia et al., 2015). Zrf1 overexpression alone, however, is not sufficient to drive expression of these genes, suggesting a requirement for additional factors to initiate neural differentiation in ESCs.

We have previously identified the alternatively spliced E2A gene products E47 and E12 as the main binding partners of Id1 in ESCs (Davies et al., 2013). E2A (also known as Tcf3 – not to be confused with Tcf7L1, which is also commonly known as Tcf3) belongs to the E-protein family of bHLH TFs, which also includes HEB (Tcf12) and E2-2 (Tcf4). E2A is able to regulate the transcription of its target genes either by homodimerisation or by heterodimerisation with class II bHLH TFs, such as the proneural factors Ascl1 and neurogenin1/2 (Murre et al., 1989). Although E2A-bHLH heterodimers are well-established regulators of several fate determination processes, including neuronal subtype specification (Imayoshi and Kageyama, 2014), E2A homodimers have only been identified to function in the context of B-cell development (Shen and Kadesch, 1995), and it is not currently known whether this homodimer could also operate to control cell fate in other contexts.

E2A knockout mouse models have thus far failed to identify any overt gastrulation defects, with a failure of B-cell specification being the only major phenotype described to date (Bain et al., 1994; Zhuang et al., 1994). More recent analysis of these models, however, has noted that knockout mice have a significantly reduced brain size compared with their wild-type counterparts (Ravanpay and Olson, 2008), suggesting that a more in-depth investigation into the role of E2A during the earlier stages of development might be required to uncover subtle neural differentiation defects. In *Xenopus* embryos, loss of E2A has been associated with the inhibition of gastrulation (Yoon et al., 2011). Additionally, E2A and HEB have been shown to be co-factors of the Nodal signalling pathway, both in human ESCs and in *Xenopus* (Yoon et al., 2011), with E2A playing a dual role to directly repress the Nodal target gene *lefty* during mesendoderm specification in *Xenopus*, while also driving the expression of dorsal cell fate genes (Wills and Baker, 2015).

In this study, we investigate a potential role for E2A homodimers in neural fate commitment. We first set out to characterise the expression of E2A during early neural differentiation by the generation of an endogenously tagged E2A-V5 ESC line. Using a gain-of-function approach, we find that overexpression of a forced E2A homodimer, but not monomer, is sufficient to drive the neural commitment of ESCs, even in the presence of serum, providing novel mechanistic insight into the molecular events unfolding downstream of Id1 during neural commitment. CRISPR/Cas9 targeting of E2A and HEB loci to generate single and double E-protein knockout ESC lines, additionally reveals that E-protein deficiency compromises the neural differentiation ability of ESCs. RNA-sequencing (RNA-seq) analysis further confirmed that E2A is positioned upstream of the expression of several neural lineage-associated genes, including *Sox1* and *Foxd4*, and might additionally play a role in suppressing Nodal signalling during neural differentiation. We therefore propose that the E2A homodimer is a key intrinsic regulator of neural fate commitment in pluripotent ESCs.

## RESULTS

### E2A is expressed heterogeneously in pluripotent ESCs and throughout neural differentiation

To characterise the expression of E2A during early neural differentiation we first examined the temporal expression of *E2A* mRNA in ESCs, plated under standard neural monolayer conditions (Ying et al., 2003b), by qRT-PCR. *Sox1* is the earliest specific marker of the neuroectoderm in mice (Pevny et al., 1998) and is therefore used to follow neural fate acquisition in ESCs. In line with previously published data (Ying et al., 2003b; Aiba et al., 2009), we observed that expression of the negative regulator of E2A, *Id1*, is rapidly downregulated at the onset of differentiation (Fig. 1A). *E2A* expression, however, remains fairly constant during this initial period. As E2A is regulated by Id1 at the protein level, rather than the transcriptional level, we generated an endogenously tagged ESC line (Fig. 1B) using CRISPR/Cas9 targeting to follow the expression of E2A protein during differentiation. Based on a strategy previously developed to tag neural stem cells with high efficiency (Dewari et al., 2018), guide RNA (sgRNA) was designed to cut proximally to the stop codon in the 3′ UTR of *E2A* (Fig. S1A), and was co-transfected into wild-type ESCs with recombinant Cas9 protein (rCas9) and a single-stranded donor DNA template (ssODN) encoding the V5 tag flanked by homology arms (Fig. S1B). Clonal lines were isolated from the bulk population and individual clones were subsequently screened by PCR genotyping (Fig. S1C), and analysed by immunostaining (Fig. 1D) for the V5 fusion protein. Sanger sequencing confirmed the error-free insertion of V5 into the C-terminus of the *E2A* locus by homology-directed repair (Fig. S1D).

**Fig. 1.**
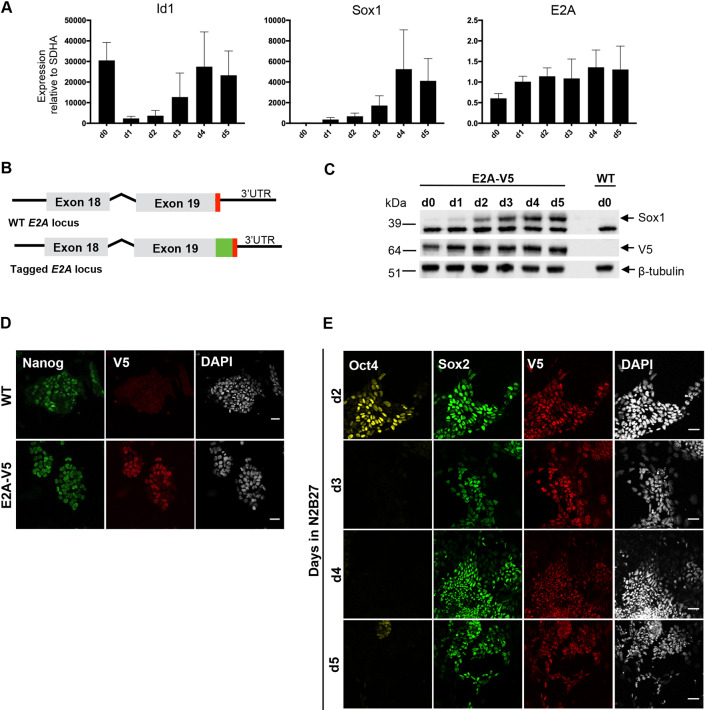
**Endogenous tagging reveals E2A is expressed heterogeneously in pluripotent cells.** (A) qRT-PCR analysis of pluripotent ESCs plated under standard neural differentiation conditions. Expression values are normalised to the housekeeping gene *Sdha*. Data are mean±s.d. *n*=3 biological replicates. (B) Schematic of wild-type (WT) and tagged *E2A* locus. The V5 epitope tag was knocked-in at the 3′ UTR of the endogenous *E2A* locus. The V5 tag is shown in green and the stop codon in red. (C) Western blot analysis of E2A-V5 cells during neural differentiation. β-Tubulin was analysed as a loading control. (D) Immunostaining of parental wild-type ESCs and epitope-tagged E2A-V5 ESCs. Cells co-stained for the V5 tag, the pluripotency marker Nanog and nuclear marker DAPI. (E) Immunostaining of E2A-V5 cells from days 2 to 5 of neural differentiation. Cells were stained for Oct4 and Sox2 to enable identification of cells committing to the neural lineage (Oct4^−^/Sox2^+^). Scale bars: 30 µm.

We monitored the expression of the endogenously tagged E2A protein during neural differentiation using an antibody directed against the V5 tag for western blot analysis. This showed that E2A protein is expressed stably across the timecourse, with a slight increase in expression as cells exit pluripotency at day 1 (Fig. 1C), mirroring the pattern of *E2A* mRNA expression (Fig. 1A). Immunostaining of E2A-V5 cells revealed that E2A expression is heterogeneous in pluripotent ESCs on the single cell level in leukaemia inhibitory factor (LIF)/serum culture (Fig. 1D). When E2A-V5 ESCs are plated under neural differentiation conditions, E2A expression remains high and retains a heterogeneous expression pattern as cells exit the pluripotent state (Oct4^+^Sox2^−^), and progressively commit to the neural lineage (Oct4^−^Sox2^+^) (Fig. 1E).

### E2A homodimers promote neural fate commitment under self-renewal conditions

Having observed that E2A expression is dynamic during the early stages of differentiation, we next wanted to address whether E2A could play an instructive role during this cell fate transition. To determine whether E2A is sufficient to promote neural differentiation, we generated doxycycline-inducible ESC lines to overexpress either monomeric E2A or a forced E2A homodimer in which two E2A sequences are tethered by a flexible amino acid linker (Fig. 2A). This forced dimer strategy not only renders E2A more resistant to inhibition by Id but also favours the formation of E2A homodimers due to the physical proximity of the two molecules (Neuhold and Wold, 1993). FLAG-tagged E47 monomer or forced homodimer constructs were placed under the control of a tetracycline-response element and introduced into ESCs containing an inducible cassette exchange locus upstream of the HPRT gene (Iacovino et al., 2013). When expression of the two E2A constructs was induced by doxycycline (dox) in LIF/serum culture, conditions that are inhibitory for neural differentiation, we found that overexpression of the forced E2A homodimer, but not the monomer, elicited a robust upregulation of Sox1 (Fig. 2B,D; Fig. S2). Coincident with the peak of *Sox1* expression on day 2, we also observed that cells overexpressing the homodimer lost the domed colony morphology typical of ESCs, and instead spread out to cover the dish. We evaluated that 34% of cells were Sox1^+^Oct4^−^ after 4 days of culture (Fig. 2C), which was indicative of neural commitment. qRT-PCR analysis revealed that forced expression of E2A homodimers also enhanced the expression of the neural marker N-cadherin (*Cdh2*), downregulated *Cdh1* expression, and caused a transient upregulation of the epiblast marker *Fgf5* (Fig. 2D). Overexpression of both the monomeric and forced homodimer forms of E2A also appeared to stimulate a feedback response, causing upregulation of the negative regulator of E2A, *Id1*, as has been observed previously (Bhattacharya and Baker, 2011).

**Fig. 2.**
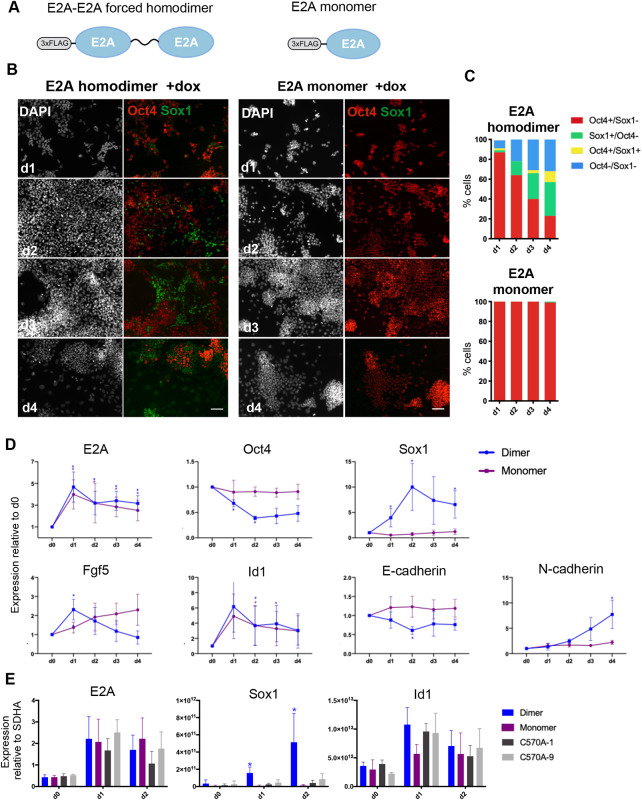
**An E2A forced homodimer drives Sox1 expression under self-renewal conditions.** (A) Schematic representation of monomeric E2A and forced E2A homodimer constructs. (B) Immunostaining of inducible E2A forced homodimers and monomers cultured in LIF/serum+dox. Scale bars: 30 µm. (C) Quantification of immunostaining for E2A monomers and homodimers cultured in LIF/serum+dox. A range of 500 to 5000 cells were manually scored for each timepoint. (D) qRT-PCR analysis of dox-inducible overexpression of E2A monomers and homodimers in LIF/serum. Expression is normalised to day 0 minus dox controls. (E) qRT-PCR analysis of two mutant forced homodimer clones (C570A-1 and C570A-9) induced in LIF/serum+dox. Expression values are normalised to the housekeeping gene *Sdha*. Data are mean±s.d., *n*=3 biological replicates. *P<0.05, two-tailed paired Student's *t*-test.

It has been reported that E2A homodimers are stabilised by an intermolecular disulphide bond formed between cysteine residues located in helix one of the bHLH domain (Benezra, 1994) (Fig. S3A). To confirm that it was specifically E2A homodimers, and not E2A-bHLH heterodimers, that are driving neural commitment in ESCs, we generated E2A forced dimer cell lines in which cysteine-570 is mutated to alanine in both E2A sequences (Fig. S3B) in an attempt to disrupt the formation of this covalent bond and therefore destabilise homodimer formation. These mutants are reported to retain heterodimerisation ability (Benezra, 1994). Two such mutant lines, C570A-1 and C570A-9, were stimulated with dox in LIF/serum for 2 days. qRT-PCR analysis of both mutant and control inducible lines showed that although C570A mutants were still able to upregulate *Id1*, they were no longer able to upregulate expression of *Sox1* (Fig. 2E), suggesting that this single amino acid substitution did, indeed, ablate the ability of E2A to drive differentiation. Western blot analysis of monomeric and forced E2A homodimer constructs demonstrated that expression of the forced homodimer was considerably lower than that of the monomer (Fig. S3C), ruling out the possibility that enhanced activity of the forced homodimer is explained simply by increased protein stability or the accumulation of E2A. C570A mutant lines appeared to express E2A at slightly lower levels than their wild-type homodimer counterparts. Taken together, these findings demonstrate that overexpression of E2A homodimers is sufficient to override the potent inhibitory effect of serum in non-permissive culture conditions, consistent with a role for E2A homodimers in initiating neural fate commitment.

### *E2A*^−/−^ and *E2A*^−/−^*HEB*^−/−^ knockout ESCs display compromised neural lineage commitment ability

We next set out to evaluate whether E2A is necessary for neural differentiation. To generate E2A knockout ESCs, we used CRISPR/Cas9 to target exon 3 of the *E2A* gene locus, disrupting both *E12* and *E47* transcripts. Owing to the high degree of functional compensation observed between E-protein family members (Zhuang et al., 1998), which could mask potential differentiation phenotypes, we also generated *E2A*^−/−^*HEB*^−/−^ double E-protein knockout ESC lines by using a similar strategy to target exon 9 of *HEB* in the E2A^−/−^ cell line (Fig. S4A). Targeted lines were validated by western blot analysis and sequencing of the targeted loci (Fig. S4B-F).

To first determine whether E-protein knockout cells retain characteristic features of pluripotent stem cells, we assessed cell morphology and gene expression in LIF/serum conditions. Colony morphology was indistinguishable between the parental E2A-V5 cell line and *E2A*^−/−^ and *E2A*^−/−^*HEB*^−/−^ cells, and immunostaining showed similar levels of expression of the pluripotency markers Oct4 and Nanog between knockout and parental cells (Fig. 3A), indicating normal self-renewal. qRT-PCR analysis of pluripotency and lineage markers in LIF/serum further confirmed that there were no differences in expression levels between parental and knockout cell lines (Fig. 3B).

**Fig. 3.**
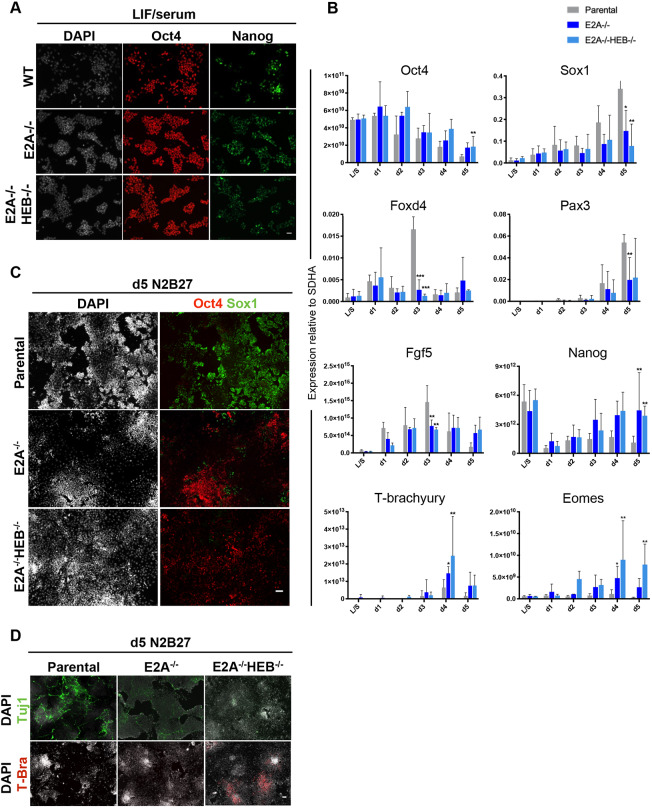
***E2A*^−/−^ and *E2A*^−/−^*HEB*^−/−^** **ESCs** **self-renew normally but display defects in early neural commitment.** (A) Immunostaining of WT, *E2A*^−/−^ and *E2A*^−/−^*HEB*^−/−^ knockout ESCs stained for pluripotency markers in LIF/serum (L/S). (B) qRT-PCR analysis of parental and knockout cell lines in L/S and differentiated in N2B27 over 5 days. Expression values are normalised to the housekeeping gene *Sdha*. Data are mean±s.d., *n*=3 biological replicates. *P<0.05, **P<0.01 and ***P<0.001, two-tailed paired Student's *t*-test. (C,D) Cells differentiated in N2B27 for 5 days stained for Oct4 and Sox1 (C), or the neuronal marker Tuj1 and the mesendodermal marker T-brachyury (T-bra). Scale bars: 30 µm.

We next examined the ability of the knockout cells to differentiate under standard neural monolayer conditions. qRT-PCR analyses showed that, compared with controls, *E2A*^−/−^ and *E2A*^−/−^*HEB*^−/−^ cells were unable to robustly upregulate markers of neural differentiation, including *Sox1*, *Foxd4* and *Pax3* (Fig. 3B; Fig. S5). Furthermore, although knockout cells were able to downregulate expression of the naïve pluripotency marker *Nanog*, they maintained comparably high expression of the epiblast markers *Oct4* and *Fgf5*. Immunostaining of differentiation cultures for Sox1, Oct4 (Fig. 3C) and the marker of immature neurons, Tuj1 (Fig. 3D), further supported the gene expression data. Interestingly, we also observed that the disruption of E-protein expression resulted in an upregulation of the mesendodermal lineage markers, *T* (*brachyury*) and *Eomes* (Fig. 3B,D), as well as re-expression of *Nanog*, suggesting that these cells were beginning to adopt an identity more similar to the proximal epiblast, despite being cultured under neural differentiation conditions. Furthermore, we noted that both the neural differentiation defect and the upregulation of mesendodermal markers were more pronounced when HEB was deleted in addition to E2A, indicating that HEB is able to functionally compensate for E2A, to a limited extent, in this context. Taken together with the overexpression data, these findings suggest that E2A is both sufficient and required for efficient neural differentiation of ESCs.

### Identification of early E2A response genes

Having identified a novel role for E2A homodimers in driving the neural differentiation of ESCs, we next sought to identify the downstream targets of E2A in this process. We have previously reported that BMP blocks neural differentiation by maintaining E-cadherin (Malaguti et al., 2013), and others have reported that E2A is a direct transcriptional repressor of E-cadherin (Pérez-Moreno et al., 2001). Combined with our earlier observation that forced homodimer expression causes a downregulation of E-cadherin mRNA expression (Fig. 2B), we hypothesised that E2A homodimers may also repress E-cadherin protein expression to enable neural differentiation. However, contrary to this hypothesis, we detected no significant downregulation of E-cadherin protein in response to the induction of E2A homodimers before the expression of Sox1 (Fig. S6A). Our findings do not exclude the possibility that E-cadherin is a transcriptional target of E2A in pluripotent cells but they do suggest that E-cadherin is unlikely to mediate the effects of E2A on neural differentiation.

To identify novel downstream targets and examine genome-wide changes in expression in response to the induction of E2A homodimers, an RNA-seq approach was chosen. One aim of this approach was to identify factors that mediate the ability of E2A to upregulate Sox1. Expression of *Sox1* transcript was robustly upregulated by 18 h compared with the corresponding no dox control, whereas expression of Sox1 protein was first detected at 24 h (Fig. S6B,C). 

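RNA was sequenced from mouse ESCs, pluripotent cells derived from the early embryo, that carried a doxycycline (dox)-inducible transgene for the forced E2A homodimer. This transgene encodes a FLAG-tagged mouse E47 protein joined by a flexible linker to another E47 protein, and it was placed by cassette exchange upstream of Hprt. The cells were kept in LIF/serum and received dox at 1 µg/ml, and 3 biological replicates were taken at each of 3 time points, which gave 9 libraries. Cells without the transgene that received dox were not analysed here. The treatment protocol text in the sample labels speaks of 24 h and 48 h of dox. The sample titles, the treatment entry of each label and the paper give 18 h and 24 h, which are the times used for these libraries. The authors prepared strand-specific libraries of polyadenylated RNA, sequenced them on an Illumina HiSeq4000 and aligned the reads to the GRCm38 mouse genome with STAR. They deposited FPKM values for 47729 genes, and CPM values scaled to an effective library size for 19210 genes that passed their filter. Each value in the filtered table was a whole multiple of what 1 read was worth in its library, for 100% of the 19210 values per library, so the number of reads on each gene could be recovered. The reads on these genes numbered 24019608, 24571958 and 22028363 in replicates 1, 2 and 3 at 0 h. They numbered 22902277, 24631564 and 23680766 at 18 h and 25300436, 24926061 and 26471569 at 24 h. The 10 most abundant genes took 4.63% to 5.40% of the reads of a library. The log2 FPKM of replicates of one time point correlated with Pearson's r of 0.981 to 0.990 across genes, which are not independent.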

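Changes in expression were tested with limma on log2(FPKM+0.1) for the 17951 genes with a mean FPKM of at least 0.1. All 9 libraries entered the fit and p values were adjusted by the Benjamini–Hochberg method. A fit with the replicate number as a block was made beside the fit without it, and s.e. stands for the standard error of the log2 fold-change. A log2 fold-change on this scale understates the change of a gene with a low FPKM. The paper's text does not say how strand and reads with several alignments were handled in the counting, so values of genes that overlap another gene or have a close paralog are uncertain. E2A is encoded by Tcf3 (ENSMUSG00000020167), which lies on chromosome 10 of GRCm38 from 80409514 to 80433647 on the minus strand with 21 exons. The expression of Tcf3 was 39.1±1.80 FPKM (mean±s.d., n=3) at 0 h, 110.1±5.52 at 18 h and 102±7.55 at 24 h. The reads on Tcf3 in replicates 1, 2 and 3 numbered 3967, 3659 and 3383 at 0 h, 10756, 10789 and 10419 at 18 h and 10661, 9650 and 11918 at 24 h. All libraries taken after addition of dox had more Tcf3 reads than all 0 h libraries, and reads of the mouse transgene can be counted on the endogenous gene. Compared with 0 h, Tcf3 had a log2 fold-change of 1.49 (s.e. 0.0687; adjusted p = 2.37e-05 by limma, 2.10e-05 with the block) at 18 h. At 24 h this was 1.38 (s.e. 0.0687; adjusted p = 3.11e-05 by limma, 3.20e-05 with the block). Tcf3 was not distinguishable between 24 h and 18 h, with a log2 fold-change of -0.11 (adjusted p = 0.955 by limma, 0.417 with the block).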

Based on these observations we performed RNA-seq analysis at 0 h (no dox), 18 h and 24 h timepoints in triplicate to capture changes in genes acting upstream of Sox1. We found that of the 335 genes that were upregulated at 18 h compared with 0 h, 291 remained significantly upregulated at 24 h, whereas 112 out of the 174 genes downregulated at 18 h remained downregulated at 24 h (Fig. 4A).

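In the limma fit, 239 genes were upregulated and 130 were downregulated at 18 h compared with 0 h, at an adjusted p of at most 0.05 and an absolute log2 fold-change of at least 1. At 24 h compared with 0 h, 371 genes were upregulated and 150 were downregulated. Of the genes upregulated at 18 h, 198 (82.8%) were also upregulated at 24 h, and 78 (60%) of the genes downregulated at 18 h were also downregulated at 24 h. The odds ratio of this overlap over all genes tested was 369.8 for the downregulated genes (Fisher's exact test, two-sided, p = 9.63e-137) and 489.6 for the upregulated genes. Both comparisons used the same 0 h libraries and genes are not independent, so this test describes these libraries. Of the 41 genes upregulated only at 18 h, 38 had a log2 fold-change above 0 at 24 h, and of the 52 genes downregulated only at 18 h, 51 had one below 0 at 24 h. The shared 0 h libraries also favour such an agreement in sign, so it does not show by itself that these genes were changed at 24 h. Of the genes upregulated here, 205 at 18 h and 337 at 24 h also passed both thresholds in the authors' deposited table of edgeR comparisons, as did 106 and 113 of the downregulated genes.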

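Libraries with the same replicate number deviated together from the means of their time points. Across 11893 genes with a mean FPKM of at least 1, their deviations correlated with a mean r of 0.325 over 9 pairs (range 0.211 to 0.548). Over the 18 pairs with different numbers the mean r was -0.161 (range -0.399 to 0.110), a mean that is largely fixed by the other because the deviations of the 3 replicates of a time point sum to 0. With the replicate number as a block in the limma fit, 307 genes were upregulated and 199 downregulated at 18 h, and 420 were upregulated and 210 downregulated at 24 h. These included all the genes called at 18 h and at 24 h without the block. In the blocked fit, 235 (76.5%) of the genes upregulated at 18 h and 116 (58.3%) of those downregulated were called in the same direction at 24 h. Between 24 h and 18 h, the fit without the block called 3 genes upregulated (Gm22363, Gm23493 and Mir219b) and 1 downregulated (Gm25014), which are named after their values were seen. All have less than 200 nt of exons. The blocked fit also called 3 upregulated and 1 downregulated genes between these time points, of which 2 upregulated genes were shared with the fit without the block. As a ratio, the counts compared with 0 h moved most with a minimum absolute log2 fold-change of 2. The legend of Fig. 4A is worded so. With this minimum 49 genes were upregulated and 18 downregulated at 18 h, and 66 were upregulated and 20 downregulated at 24 h. In the authors' deposited table a minimum of 1 gave the paper's 335 upregulated and 174 downregulated genes at 18 h, whereas a minimum of 2 gave 103 and 37. The paper's counts therefore go with the minimum fold-change in its methods, not with the wording of the legend.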

**Fig. 4.**
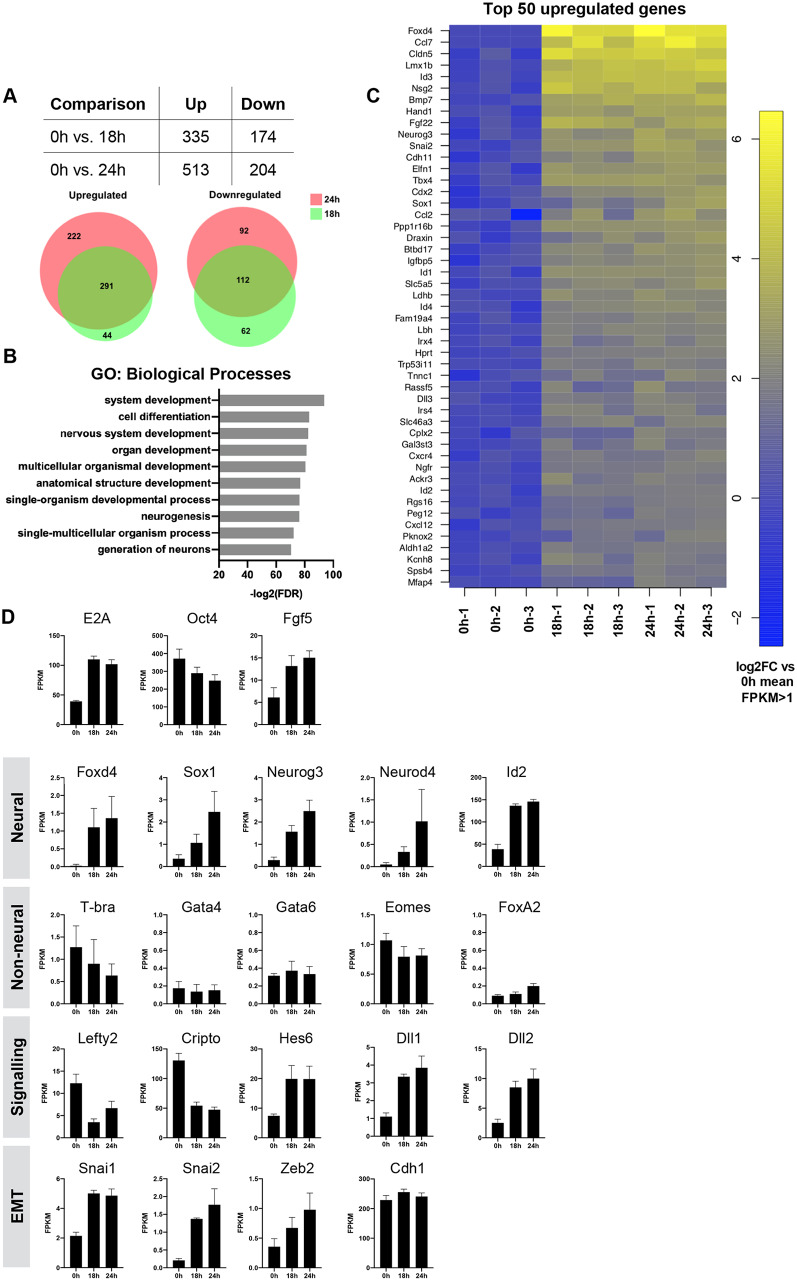
**Global transcriptome profiling by RNA-seq reveals E2A homodimers specifically upregulate neural lineage markers.** (A) Differentially expressed genes in each comparison according to a minimum threshold of log2 fold-change of 2 and a maximum FDR of 0.05. Proportional Venn diagrams illustrate the overlap of differentially expressed genes between timepoints. (B) GO analysis of the top 50 upregulated genes at 24 h. (C) Heatmap of the top 50 genes upregulated at 24 h. (D) Mean FPKM (fragments per kilobase per million reads mapped) RNA-seq expression values for selected genes at 0 h, 18 h and 24 h. Data are mean±s.d., *n*=3 biological replicates.

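In the heatmap of Fig. 4C, 49 gene names could be read. In the limma fit all 49 were upregulated at 24 h compared with 0 h, with the adjustment made over all genes tested and also over these 49 alone. At 18 h, 45 of the 49 were upregulated with the adjustment over all genes, 47 with the adjustment over the list alone, and all 49 had a log2 fold-change above 0. The genes of Fig. 4C were selected from the same 9 libraries, so these numbers carry no information on how stable the selection is.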

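Among the genes plotted in Fig. 4D, Pou5f1 (ENSMUSG00000024406) lies on chromosome 17 of GRCm38 from 35506018 to 35510772 on the plus strand with 6 exons and overlaps Gm19553 on the opposite strand. Its expression was 371±53.3 FPKM (mean±s.d., n=3) at 0 h, 289.9±33.1 at 18 h and 248±33.4 at 24 h. At 18 h the log2 fold-change was -0.35 (adjusted p = 0.126 by limma, 0.00149 with the block). At 24 h it was -0.58 (s.e. 0.129; adjusted p = 0.0220 by limma, 0.000228 with the block), which is smaller in size than the minimum of 1. Fgf5 (ENSMUSG00000029337), which lies on chromosome 5 from 98254184 to 98277030 on the plus strand with 3 exons, rose from 6.11±2.20 FPKM at 0 h to 13.2±2.35 at 18 h and 15±1.57 at 24 h. Its log2 fold-change at 24 h was 1.35 (s.e. 0.256; adjusted p = 0.0125 by limma, 0.00171 with the block). With each of the 6 libraries at 0 h and 24 h left out in turn, this value ranged from 1.02 to 1.56. The adjusted p rose to at most 0.0552 by limma in these fits, above 0.05. The gene for the E2A inhibitor Id2 (ENSMUSG00000020644) lies on chromosome 12 from 25093799 to 25097140 on the minus strand with 3 exons and was expressed at 38.7±10.8 FPKM at 0 h, 137±4.05 at 18 h and 146±5.06 at 24 h. All 24 h libraries exceeded all 0 h libraries, with a log2 fold-change of 1.95 (s.e. 0.165; adjusted p = 0.000343 by limma, 0.000513 with the block).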

### E2A homodimers specifically promote neural lineage commitment

Gene ontology (GO) analysis of genes upregulated at 24 h revealed an enrichment for terms associated with neural differentiation, including ‘nervous system development’, ‘neurogenesis’ and ‘generation of neurons’ (Fig. 4B). 

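GO annotation was not used here. The 10 largest log2 fold-changes at 24 h, among upregulated genes with a mean FPKM of at least 1 and with every 24 h library above every 0 h library, were those of Cldn5 (4.29), Id3 (4.21), Lmx1b (3.88), C130021I20Rik (3.77), Bmp7 (3.49), Mir302b (3.43), Hand1 (3.19), Neurog3, Cdx2 (2.68) and Btbd17 (2.65). The claudin gene Cldn5 rose from 0.291±0.156 FPKM (mean±s.d., n=3) at 0 h to 7.28±1.52 at 24 h (adjusted p = 0.000103 by limma, 0.000228 with the block), and the LIM homeobox gene Lmx1b rose to 3.76±0.911 FPKM (adjusted p = 5.83e-05 by limma, 4.29e-05 with the block). The non-coding gene C130021I20Rik lies next to Lmx1b on the opposite strand. Mir302b had 1, 1 and 1 reads in the 0 h libraries against 4, 14 and 48 in the 24 h libraries. Its rise was therefore at least 6.31-fold over the 3 replicates and rests on few reads, most of them in replicate 3. With each library left out in turn its log2 fold-change ranged from 2.58 to 4.29.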

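Lists of marker genes were written from general knowledge before the data were examined and were tested with limma's camera test, adjusted over 11 lists. The neural lists were not also tested without the genes that the paper names from these same libraries. Where a list holds such genes, its p value is not independent of the paper's result. In the neurogenesis list, which holds proneural factors and genes of early neurons, the median log2 fold-change at 24 h over the 18 genes tested was 1.00 (adjusted p = 7.25e-07 by camera, 2.15e-05 with the block). In this list 8 genes were upregulated at 24 h with p values adjusted over all genes and 9 with p values adjusted over the list alone. The list had 4 upregulated genes with a pseudocount of 1. At 18 h its median was 0.62 (adjusted p = 2.22e-05 by camera, 0.000107 with the block). In the neural plate and neuroectoderm list, the median over the 17 genes tested was 0.38 at 24 h (adjusted p = 0.000989 by camera, 0.000345 with the block). With either adjustment 5 genes were upregulated, and 1 was downregulated with the adjustment over the list alone. The median at 24 h ranged from 0.22 to 0.50 with each library left out in turn. The upregulated genes numbered 2 with a pseudocount of 1 and 6 with no filter. At 18 h the median of this list was 0.31 (adjusted p = 0.0967 by camera, 0.0478 with the block). Among 10000 random lists matched on mean FPKM, the medians at 24 h lay at percentile 100 for neurogenesis and 99.9 for the neural plate. Over the alternatives for the neural plate list at 24 h, the adjusted p by camera was lowest with no filter on low values (1.31e-06) and highest with a mean FPKM of at least 1 (0.00774 over 9 genes).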

Further interrogation of the RNA-seq data highlighted an upregulation of neural lineage-associated genes, including *Foxd4* [log2 fold-change (logFC) 5.7; false discovery rate (FDR) 0.0003], *Sox1* (logFC 2.8; FDR 0.003), *Neurog3* (logFC 3.1; FDR 7.18E-05) and *Neurod4* (logFC 4.4; FDR 0.02) (Fig. 4C,D). In contrast, early markers of non-neural lineages, such as *T*, *Eomes*, *Gata4*, *Gata6* and *Foxa2* were not upregulated, suggesting that E2A homodimers specifically drive neural lineage commitment in ESCs. 

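Foxd4 (ENSMUSG00000051490) lies on chromosome 19 of GRCm38 from 24899236 to 24901197 on the minus strand with 1 exon. Its reads in replicates 1, 2 and 3 numbered 0, 4 and 0 at 0 h, 92, 47 and 45 at 18 h and 123, 62 and 63 at 24 h, and its expression was 0.0237±0.0410, 1.10±0.529 and 1.36±0.608 FPKM (mean±s.d., n=3). On the log2(FPKM+0.1) scale Foxd4 had a log2 fold-change of 3.25 at 18 h (adjusted p = 0.00234 by limma, 0.00177 with the block). At 24 h it was 3.54 (s.e. 0.385; adjusted p = 0.00123 by limma, 0.00106 with the block). Among the settings of the limma fit and the count models, the value at 24 h moved most with a pseudocount of 0.01, to 6.01. Sox1 (ENSMUSG00000096014) lies on chromosome 8 from 12395295 to 12400126 on the plus strand with 1 exon and overlaps the short gene Gm25239 on the same strand. Its expression was 0.351±0.179 FPKM at 0 h, 1.06±0.391 at 18 h and 2.46±0.920 at 24 h. Sox1 did not pass the threshold at 18 h without the block, with a log2 fold-change of 1.39 (adjusted p = 0.0541 by limma, 0.00754 with the block). At 24 h its log2 fold-change was 2.50 (s.e. 0.374; adjusted p = 0.00496 by limma, 0.000894 with the block). From 18 h to 24 h Sox1 did not pass the threshold by limma, with a log2 fold-change of 1.12 (adjusted p = 0.857 by limma, 0.219 with the block). It did in edgeR with the replicate block, a fit chosen after the data were examined, with 1.18 (adjusted p = 0.000776 by edgeR).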

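Neurog3 (ENSMUSG00000044312) lies on chromosome 10 from 62133090 to 62134763 on the plus strand with 1 exon and overlaps Fam241b on the opposite strand. It was expressed at 0.288±0.136 FPKM at 0 h, 1.57±0.272 at 18 h and 2.49±0.490 at 24 h. The log2 fold-change was 2.15 at 18 h (adjusted p = 0.00271 by limma, 0.00378 with the block). By 24 h it was 2.78 (s.e. 0.263; adjusted p = 0.000605 by limma, 0.00127 with the block). Neurod4 (ENSMUSG00000048015) lies on chromosome 10 from 130268152 to 130280240 on the minus strand with 2 exons. Its reads numbered 0, 5 and 6 at 0 h and 154, 70 and 38 at 24 h, so the 24 h replicates differed widely. Its expression was 0.0483±0.0430 FPKM at 0 h and 1.02±0.718 at 24 h. Neurod4 had a log2 fold-change of 1.55 at 18 h (adjusted p = 0.0754 by limma, 0.0548 with the block). At 24 h it was 2.75 (s.e. 0.467; adjusted p = 0.00830 by limma, 0.00654 with the block). With a pseudocount of 1 the log2 fold-change of Neurod4 at 24 h was 0.89, below the minimum of 1. For Foxd4, Sox1, Neurog3 and Neurod4, all 24 h libraries exceeded all 0 h libraries.

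**Figure D1:**
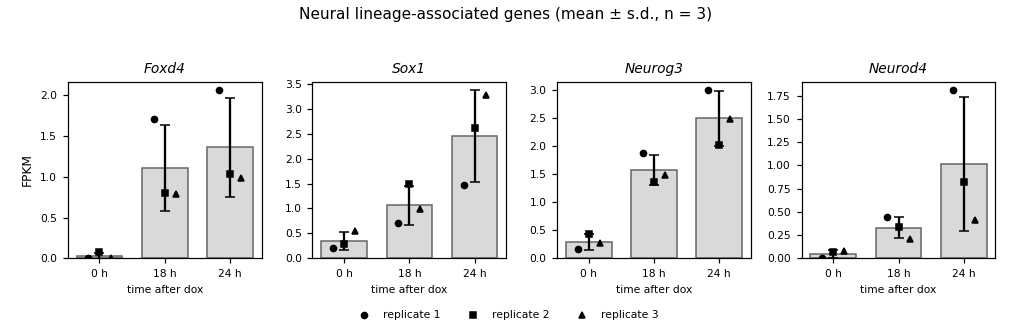
Expression of Foxd4, Sox1, Neurog3 and Neurod4 in FPKM against the time after addition of dox in hours, with bars for the mean, error bars for the s.d. and symbols for the 3 replicates at each time point. Foxd4 rises from 0.0237 to 1.36 FPKM and Sox1 from 0.351 to 2.46 FPKM between 0 h and 24 h.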

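The primitive streak gene T (ENSMUSG00000062327) lies on chromosome 17 of GRCm38 from 8434423 to 8442496 on the plus strand with 8 exons. Its expression was 1.27±0.479 FPKM (mean±s.d., n=3) at 0 h, 0.899±0.546 at 18 h and 0.636±0.260 at 24 h. At 24 h its log2 fold-change was -0.90 (s.e. 0.443; adjusted p = 0.217 by limma, 0.00713 with the block), and 2 of the 3 libraries lay below all 0 h libraries. In edgeR with the replicate block, fitted to the recovered reads after the data were examined, T was downregulated at 24 h with a log2 fold-change of -1.02 (adjusted p = 0.000710 by edgeR). Eomes (ENSMUSG00000032446), on chromosome 9 from 118478212 to 118486132 on the plus strand with 6 exons, overlaps Gm33460 on the opposite strand. Eomes was expressed at 1.07±0.117 FPKM at 0 h, 0.793±0.173 at 18 h and 0.813±0.116 at 24 h. The log2 fold-change at 24 h was -0.36 (s.e. 0.186; adjusted p = 0.240 by limma, 0.0860 with the block). In edgeR with the replicate block it was -0.41 (adjusted p = 0.0448 by edgeR), which is smaller in size than the minimum of 1. Gata4 (ENSMUSG00000021944), on chromosome 14 from 63198922 to 63271692 on the minus strand with 10 exons, had 24, 15 and 9 reads in the 0 h libraries and 20, 17 and 9 in the 24 h libraries. Its log2 fold-change at 24 h was -0.12 (s.e. 0.358; adjusted p = 0.869 by limma, 0.763 with the block). With each library left out in turn it ranged from -0.30 to 0.094. Gata6 (ENSMUSG00000005836), on chromosome 18 from 11052064 to 11085635 on the plus strand with 9 exons, overlaps 1010001N08Rik on the opposite strand. It was expressed at 0.315±0.0247 FPKM at 0 h and 0.333±0.0860 at 24 h, a log2 fold-change of 0.04 (s.e. 0.239; adjusted p = 0.926 by limma, 0.891 with the block). This value became -0.018 after quantile normalization. Foxa2 (ENSMUSG00000037025), on chromosome 2 from 148042877 to 148046969 on the minus strand with 4 exons, had 5, 6 and 4 reads at 0 h and 10, 13 and 14 at 24 h. Foxa2 had a log2 fold-change of 0.65 (s.e. 0.247; adjusted p = 0.123 by limma, 0.0962 with the block) at 24 h. On the recovered reads it was 1.11 (adjusted p = 0.0852 by edgeR), and without an intensity trend in limma the adjusted p was 0.0172 at a log2 fold-change of 0.65. Foxa2 passed both thresholds under no setting. All 24 h libraries lay above all 0 h libraries for Foxa2, a separation that chance gives in 10% of comparisons of 3 libraries with 3.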

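In a list of primitive streak and mesendoderm markers fixed before the data were examined, the median log2 fold-change at 24 h over the 13 genes tested was 0.35 (adjusted p = 0.148 by camera, 0.272 with the block). In this list Lhx1 was upregulated with a log2 fold-change of 1.56 (adjusted p = 0.00755 by limma, 0.00736 with the block), and 2 genes were with p values adjusted over the list alone. With the block 3 genes were upregulated, and the median lay at percentile 97.3 among the matched random lists. The median ranged from 0.14 to 0.40 with each library left out in turn and was 0.075 with a pseudocount of 1. Of the 13 genes, 8 had a log2 fold-change above 0 at 24 h and 5 had one below 0. In the authors' deposited table Lhx1 (3.73, false discovery rate 0.000362) and Gsc (3.75, false discovery rate 0.0357) of this list passed both thresholds at 24 h. In a list of trophectoderm markers, a further non-neural lineage, the median over the 14 genes tested was 0.81 (adjusted p = 7.36e-06 by camera, 2.15e-05 with the block) and 5 genes were upregulated with either adjustment. These included Cdx2, which rose from 0.476±0.218 FPKM at 0 h to 3.44±0.684 at 24 h (adjusted p = 0.00117 by limma, 0.000228 with the block), and Hand1, which rose from 1.22±0.385 to 11.6±0.764 FPKM (adjusted p = 9.32e-05 by limma, 6.71e-05 with the block). From the rise of neural genes and the absence of a rise in T, Eomes, Gata4, Gata6 and Foxa2, the paper proposes that E2A homodimers specifically drive commitment of ESCs to the neural lineage.

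**Figure D2:**
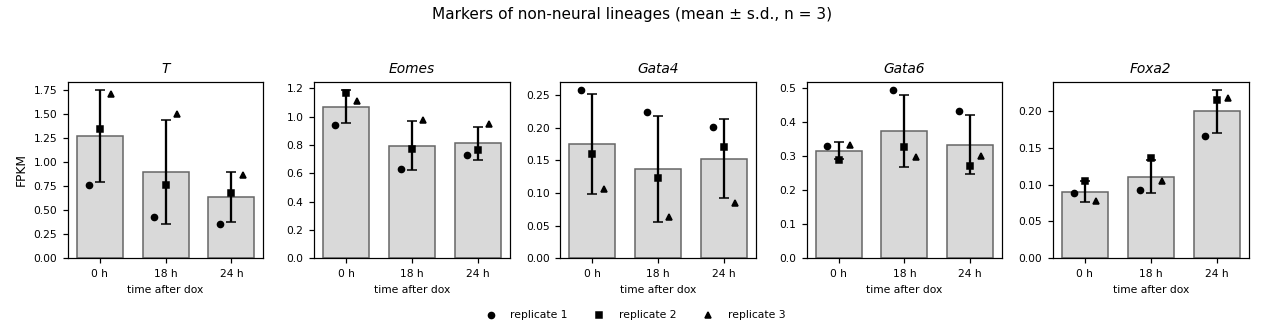
Expression of T, Eomes, Gata4, Gata6 and Foxa2 in FPKM against the time after addition of dox in hours, with bars for the mean, error bars for the s.d. and symbols for the 3 replicates at each time point. The mean of T falls from 1.27 to 0.636 FPKM between 0 h and 24 h, and the mean of Foxa2 stays at or below 0.199 FPKM.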

We additionally observed an upregulation of EMT-related genes, including *Snai1*, *Snai2* and *Zeb2*, but no detectable early downregulation of E-cadherin, which was in line with our previous qRT-PCR analyses. 

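Snai1 (ENSMUSG00000042821) lies on chromosome 2 of GRCm38 from 167538195 to 167542814 on the plus strand with 3 exons. Snai1 was expressed at 2.15±0.245 FPKM (mean±s.d., n=3) at 0 h, 5.01±0.215 at 18 h and 4.86±0.448 at 24 h. Its log2 fold-change was 1.19 at 18 h (adjusted p = 0.000671 by limma, 0.00114 with the block). It was 1.15 (s.e. 0.108; adjusted p = 0.000605 by limma, 0.000991 with the block) at 24 h. With a pseudocount of 1 the log2 fold-change of Snai1 at 24 h was 0.90, below the minimum of 1. Snai2 (ENSMUSG00000022676), on chromosome 16 from 14705852 to 14709385 on the plus strand with 3 exons, rose from 0.207±0.0569 FPKM at 0 h to 1.37±0.0248 at 18 h and 1.77±0.450 at 24 h. The change at 24 h was 2.59 (s.e. 0.215; adjusted p = 0.000330 by limma, 0.000713 with the block) on the log2 scale. Zeb2 (ENSMUSG00000026872), on chromosome 2 from 44983632 to 45117395 on the minus strand with 18 exons, overlaps Zeb2os on the opposite strand. Zeb2 was expressed at 0.355±0.135 FPKM at 0 h, 0.671±0.178 at 18 h and 0.979±0.281 at 24 h. At 18 h Zeb2 did not reach the minimum fold-change, with a log2 fold-change of 0.78 (adjusted p = 0.150 by limma, 0.0128 with the block). At 24 h it did, with 1.25 (s.e. 0.304; adjusted p = 0.0314 by limma, 0.00201 with the block). This call was lost in 4 of the 6 fits that each left out a library, where the adjusted p reached 0.115 by limma. It was also lost with no filter, with only 0 h and 24 h in the fit, and with a pseudocount of 1, where the log2 fold-change was 0.54.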

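E-cadherin is encoded by Cdh1 (ENSMUSG00000000303), which lies on chromosome 8 from 106603351 to 106670246 on the plus strand with 16 exons. Its expression was 229±15.1 FPKM at 0 h, 256±10.1 at 18 h and 241±12.1 at 24 h. Its log2 fold-change was 0.16 at 18 h (adjusted p = 0.171 by limma, 0.0265 with the block). At 24 h Cdh1 differed from 0 h by 0.07 (s.e. 0.0668; adjusted p = 0.506 by limma, 0.199 with the block) on the log2 scale. With a library left out, the lowest value was 0.03. In a list of EMT genes fixed before the data were examined, the median log2 fold-change at 24 h over the 11 genes tested was 0.65 (adjusted p = 9.61e-06 by camera, 2.15e-05 with the block). With p values adjusted over all genes and also over the list alone, 5 genes were upregulated. The number was 1 with a pseudocount of 1 and 2 with a mean FPKM of at least 1. It ranged from 3 to 5 with each library left out in turn. The EMT list was not also tested without the genes that the paper names from these libraries, so its p value is not independent support.

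**Figure D3:**
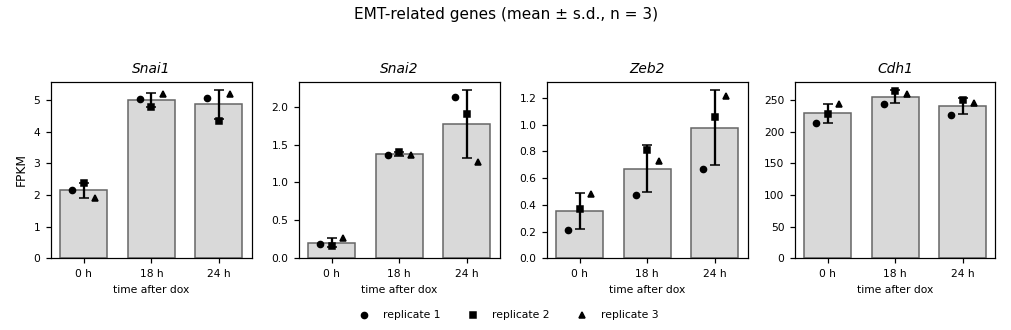
Expression of Snai1, Snai2, Zeb2 and Cdh1 in FPKM against the time after addition of dox in hours, with bars for the mean, error bars for the s.d. and symbols for the 3 replicates at each time point. Snai2 rises from 0.207 to 1.77 FPKM, whereas the mean of Cdh1 lies between 229 and 256 FPKM.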

We also found an upregulation of Notch signalling components, including *Dll1*, *Dll3* and the FGF target gene *Hes6* (Koyano-Nakagawa et al., 2000; Murai et al., 2007), and downregulation of Nodal pathway genes, including the Nodal co-receptor *Cripto* (*Tdgf1*) and the Nodal target gene *Lefty2*. 

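The Notch ligand gene Dll1 (ENSMUSG00000014773) lies on chromosome 17 of GRCm38 from 15367354 to 15376872 on the minus strand with 12 exons and overlaps A930024N18Rik on the opposite strand. Dll1 was expressed at 1.10±0.212 FPKM (mean±s.d., n=3) at 0 h, 3.35±0.143 at 18 h and 3.85±0.661 at 24 h. Its log2 fold-change was 1.54 at 18 h (adjusted p = 0.00133 by limma, 0.000560 with the block). It was 1.73 (s.e. 0.161; adjusted p = 0.000593 by limma, 0.000292 with the block) at 24 h. Dll3 (ENSMUSG00000003436), on chromosome 7 from 28293553 to 28302238 on the minus strand with 7 exons, rose from 2.52±0.625 FPKM at 0 h to 8.51±1.05 at 18 h and 9.99±1.63 at 24 h. For Dll3 the log2 fold-change at 24 h was 1.96 (s.e. 0.178; adjusted p = 0.000480 by limma, 4.42e-05 with the block). Hes6 (ENSMUSG00000067071), on chromosome 1 from 91411483 to 91414038 on the minus strand with 2 exons, rose from 7.42±0.620 FPKM to 19.9±4.49 at 18 h and 19.8±4.37 at 24 h. This gave a log2 fold-change of 1.39 (s.e. 0.180; adjusted p = 0.00246 by limma, 0.000455 with the block) at 24 h. In a list of Notch pathway genes fixed before the data were examined, the median log2 fold-change at 24 h over the 16 genes tested was 0.74 (adjusted p = 2.38e-06 by camera, 2.15e-05 with the block). In it 5 genes were upregulated whether p values were adjusted over all genes or over the list alone. The Notch list was not also tested without the genes that the paper names from these libraries, so its p value is not independent support. The Cripto gene Tdgf1 (ENSMUSG00000032494) lies on chromosome 9 from 110939603 to 110946158 on the minus strand with 7 exons. Tdgf1 had a log2 fold-change of -1.27 (s.e. 0.101; adjusted p = 0.000295 by limma, 1.25e-05 with the block) at 18 h. By 24 h this was -1.46 (s.e. 0.101; adjusted p = 0.000115 by limma, 6.24e-06 with the block). Lefty2 (ENSMUSG00000066652) lies on chromosome 1 from 180893108 to 180899103 on the plus strand with 4 exons and has a paralog, Lefty1. Lefty2 passed both thresholds at 18 h, with a log2 fold-change of -1.79 (s.e. 0.205; adjusted p = 0.00211 by limma, 3.96e-05 with the block). At 24 h it did not reach the minimum fold-change, with -0.88 (s.e. 0.205; adjusted p = 0.0271 by limma, 0.000514 with the block). With replicate 1 at 24 h left out, the log2 fold-change of Lefty2 at 24 h was -1.05 and it was called downregulated.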

Taken together, these data suggest that E2A homodimers are able to dominantly induce a transcriptional programme associated with the early stages of neural differentiation, although it remains possible that additional factors might be required to enable cells to progress through the later stages of neuronal differentiation.

### E2A drives neural commitment by upregulating Foxd4 and dampening Nodal signalling

The forkhead box TF Foxd4 is a likely candidate for mediating the effect of E2A on neural differentiation. 

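Among the 371 genes upregulated at 24 h in the limma fit of the forced E2A homodimer libraries, Foxd4 ranked 6 by log2 fold-change, and it also ranked 6 among the 202 of them with a mean above 1 FPKM at 24 h. The genes above it were Cldn5, Id3, Lmx1b, C130021I20Rik and Ccl7, and Ccl7, named after its values were seen, had a log2 fold-change of 3.55 (adjusted p = 0.00114 by limma, 0.000289 with the block). The reads on Foxd4 were at most 4 in any 0 h library, and its rank moved with the pseudocount. It was 55 with a pseudocount of 1, and with a pseudocount of 0.01 it was 3 among the genes above 1 FPKM. With edgeR and with DESeq2 on the recovered reads, Foxd4 ranked 1 among the genes above 1 FPKM, and its log2 fold-change in edgeR was 5.67 (adjusted p = 0.000256 by edgeR). In the authors' deposited table Foxd4 ranks 6 of 513 upregulated genes, and 1 of the 212 with a mean above 1 FPKM at 24 h.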

Foxd4 was identified by RNA-seq as the most highly upregulated gene at 24 h following E2A homodimer induction (Fig. 4C), and is required for neural fate acquisition in mouse ESCs (Sherman et al., 2017). This is consistent with our observation that *Foxd4* is transiently upregulated at day 3 of neural differentiation, before overt *Sox1* expression, whereas E2A^−/−^ and *E2A*^−/−^*HEB*^−/−^ cells fail to upregulate *Foxd4* (Fig. 3B).

Alternatively, E2A could be modulating differentiation by dampening Nodal activity. The Nodal pathway genes *Cripto* and *Lefty2* were found to be downregulated in response to E2A induction (Fig. 4D). 

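The expression of Tdgf1 was 131±12.1 FPKM (mean±s.d., n=3) at 0 h, 54.2±6.14 at 18 h and 47.5±4.38 at 24 h. Lefty2 was expressed at 12.3±2.05 FPKM at 0 h, 3.50±0.759 at 18 h and 6.68±1.54 at 24 h. Between 18 h and 24 h Lefty2 rose by a log2 fold-change of 0.91 (s.e. 0.205), below the minimum of 1. With the adjustment over all genes tested, its adjusted p was 0.524 by limma without the block and 0.0401 with it. Its paralog Lefty1 (ENSMUSG00000038793), on chromosome 1 of GRCm38 from 180935022 to 180938400 on the plus strand with 4 exons, changed in the other direction, from 45.3±3.82 FPKM at 0 h to 54.7±8.95 at 18 h and 79.9±20.9 at 24 h. At 24 h its log2 fold-change was 0.79 (s.e. 0.172; adjusted p = 0.0209 by limma, 0.00663 with the block), which is below the minimum of 1. All 24 h libraries of Lefty1 lay above all 0 h libraries. Of the windows of 75 bases in Lefty1 exons, 11.7% also occur in Lefty2. Nodal (ENSMUSG00000037171), on chromosome 10 from 61417972 to 61425338 on the plus strand with 3 exons, was expressed at 22.6±1.53 FPKM at 0 h, 21.1±0.621 at 18 h and 20.5±1.91 at 24 h. Its log2 fold-change at 24 h was -0.15 (s.e. 0.0797; adjusted p = 0.258 by limma, 0.229 with the block). In a list of 13 Nodal pathway genes fixed before the data were examined, the median log2 fold-change was 0.03 at 18 h (adjusted p = 0.742 by camera, 0.768 with the block). At 24 h the median was 0.04 (adjusted p = 0.902 by camera, 0.842 with the block). With p values adjusted over all genes and also over the list alone, 2 of these genes were downregulated at 18 h and 1 at 24 h, and none was upregulated. With the block, 1 gene was upregulated and 1 downregulated at 24 h. The direction that camera gave the list at 24 h was opposite with replicate 1 at 24 h left out.

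**Figure D4:**
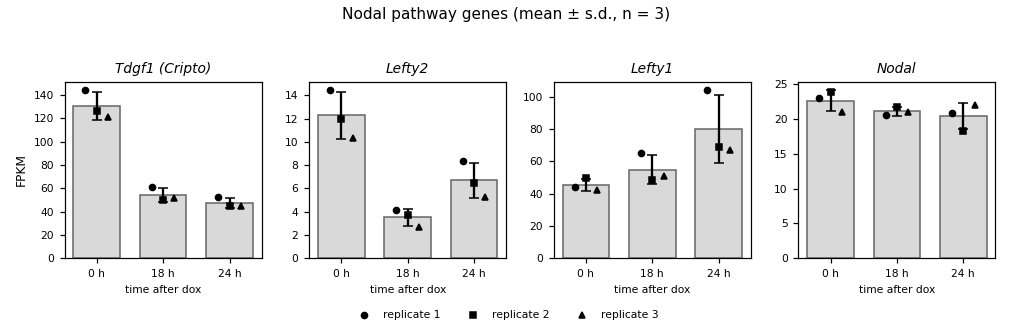
Expression of Tdgf1, Lefty2, Lefty1 and Nodal in FPKM against the time after addition of dox in hours, with bars for the mean, error bars for the s.d. and symbols for the 3 replicates at each time point. Between 0 h and 24 h Tdgf1 falls from 131 to 47.5 FPKM and Lefty1 rises from 45.3 to 79.9 FPKM.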

During gastrulation, the anterior epiblast fated for neuroectoderm is ‘silent’ for Nodal signalling (Peng et al., 2016), and inhibition of the pathway has been shown to promote neural differentiation in both mouse and human ESCs (Vallier et al., 2004; Watanabe et al., 2005; Camus et al., 2006). We found that although *Cripto* and *Lefty2* were rapidly downregulated and maintained at basal levels during the differentiation of control cells, they were progressively upregulated in E-protein knockout lines, with a more dramatic effect evident in *E2A*^−/−^*HEB*^−/−^ cells (Fig. 5A).

**Fig. 5.**
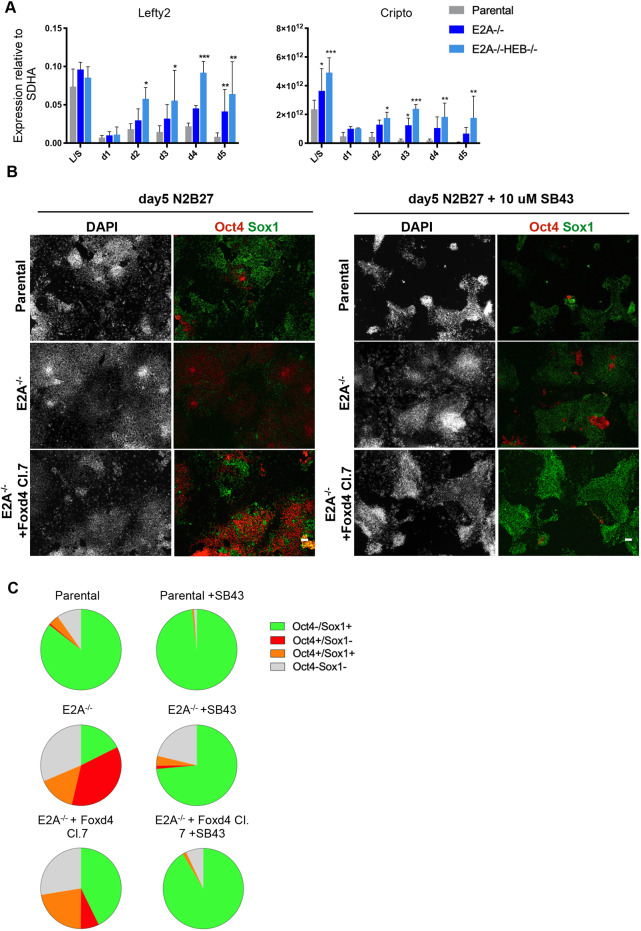
**Combined Foxd4 expression and Nodal signalling inhibition rescues differentiation defect in E-protein knockout cells.** (A) qRT-PCR analysis of Nodal pathway gene expression in knockout and parental ESC line differentiation. Data are mean±s.d., *n*=3 biological replicates. *P<0.05, **P<0.01 and ***P<0.001, two-tailed paired Student's *t*-test. (B) Immunostaining of parental and knockout cells at day 5 of differentiation ±10 µM SB43. Scale bars: 50 µm. (C) Quantification of immunostaining of cells at day 5 of differentiation ±10 µM SB43 performed by quantitative image analysis. Data are the mean values for three biological replicates. A minimum of 8000 nuclei were scored per experiment. Data for all replicates are shown in Table S3.

Based on these observations, we hypothesised that Foxd4 and/or a dampening of Nodal signalling could explain how E2A can drive neural differentiation. To test this, we sought to determine whether ectopic expression of Foxd4 or inhibition of Nodal signalling could rescue the neural differentiation defect observed in E-protein knockout cells.

We first generated *E2A^−/−^* ESC lines that ectopically express Foxd4. A plasmid encoding Foxd4 cloned upstream of an internal ribosomal entry site (IRES)-puromycin resistance cassette, under the control of a PGK promoter, was assembled and transfected into *E2A^−/−^* cells. *Foxd4* expression was assessed in undifferentiated ESCs by qRT-PCR (Fig. S7A) and three clonal lines were chosen for subsequent analyses (clones 3, 7 and 8). Ectopic expression of Foxd4 was not sufficient to force neural differentiation of *E2A^−/−^* ESCs cultured in LIF/serum, as assessed by *Sox1* expression (Fig. S7A). However, using quantitative immunostaining analysis, we observed that when cells were placed under differentiation conditions, ectopic expression of Foxd4 was able to partially restore *Sox1* expression in knockout cells (Fig. 5B,C; Fig. S7B; Table S3) and to promote a large proliferation of the Oct4-expressing cells present in the culture (Fig. 5B,C).

We then sought to test whether inhibition of the Nodal pathway using SB431542 (SB43), which inhibits the activity of TGF-β receptors (Inman et al., 2002), could restore neural differentiation in E-protein knockout cells. We observed that SB43 treatment increased the proportion of Sox1 expression in control cells, and resulted in a strong upregulation of Sox1 in *E2A*^−/−^ and *E2A*^−/−^*HEB*^−/−^ lines. When applied to cells also ectopically expressing Foxd4, SB43 was able to effect a robust differentiation response (Fig. 5B,C; Fig. S7B,C). Taken together, these results suggest an additive effect of ectopic Foxd4 expression and TGF-β pathway inhibition in restoring the differentiation capacity of *E2A*^−/−^ cells. We conclude that E2A homodimers promote neural differentiation by upregulating Foxd4 while dampening the activity of TGFβ ligands.

## DISCUSSION

The key extracellular signalling pathways that inhibit differentiation of ESCs are now well established (Haegele et al., 2003; Smith et al., 2008; Ying et al., 2003a; Zhang et al., 2010). A considerable amount of progress has also been made in elucidating the network of TFs that control later aspects of mammalian neuronal specification and differentiation (Imayoshi and Kageyama, 2014). Much less is known, however, about the molecular processes that link these two events at the earliest stages of neural differentiation. Recent work has identified roles for TFs such as Zfp521, Oct6 and Zic1/2 as intrinsic regulators of early neural differentiation (Kamiya et al., 2011; Zhu et al., 2014; Sankar et al., 2016). However, although it has been demonstrated that Oct6 is involved in the activation of several neural fate-promoting genes (Zhu et al., 2014), Zfp521 and Zic1/2 are more likely playing a role in consolidating, rather than initiating, neural fate (Kamiya et al., 2011; Iwafuchi-Doi et al., 2012). In this study, we sought to identify novel intrinsic regulators of neural fate commitment in ESCs, and to elucidate the molecular events unfolding downstream of the BMP signalling pathway during this process.

The HLH transcription factor Id1 has previously been identified as a key effector of the BMP pathway, and its overexpression has been shown to block entry into the neural lineage and promote differentiation to alternative fates (Ying et al., 2003a,b; Malaguti et al., 2013). Although the function of Id proteins as dominant-negative inhibitors of bHLH transcription factors is well characterised in heterologous systems (Norton, 2000), it has not previously been investigated whether Id1 could also be functioning via this classical mechanism during neural commitment. Taken together with the observation that E2A is the major binding partner of Id1 in ESCs (Davies et al., 2013), we therefore hypothesised that Id1 maintains pluripotency by sequestering E2A, thus preventing it from forming functional homodimers or heterodimers that could otherwise initiate a differentiation response.

Despite their widespread expression during embryogenesis (Pérez-Moreno et al., 2001), a definitive role for Class I bHLH TFs in early neural development has not been explored, with E-proteins often relegated to simply being obligate dimerisation partners for tissue-specific Class II bHLH factors. Single E-protein knockouts in mice have also failed to uncover any robust neurodevelopmental deficiencies, and attempts to generate E-protein compound knockouts to overcome the expected problem of functional compensation between family members have thus far been unsuccessful as even mice with only single E-proteins knocked out do not survive beyond 2 weeks after birth (Ravanpay and Olson, 2008). In *Drosophila*, however, loss of the only Class I bHLH factor gene, *daughterless*, has been found to result in neural differentiation defects (Caudy et al., 1988).

In this study we explored a role for E2A in neural fate commitment. Generation of an endogenously tagged E2A-V5 ESC line enabled us to define the expression of E2A from pluripotency to the onset of differentiation on the single cell level. Using a doxycycline-inducible system, we report that overexpression of E2A is sufficient to promote commitment to the neural lineage in ESCs, even under non-permissive culture conditions. Specifically, we found that forced E2A homodimers, rather than E2A-bHLH heterodimers, appear to drive this process, as the introduction of a single amino acid change (C570A) into E2A to disrupt homodimer stability, while still maintaining heterodimerisation capacity (Benezra, 1994), did ablate the ability of the forced homodimer to promote *Sox1* expression. These findings suggest that Id proteins inhibit neural differentiation, at least in part, by suppressing homodimerisation of E proteins: this would to our knowledge be the first example of a physiological role for E2A homodimers outside of the context of B-cell specification (Shen and Kadesch, 1995). It would be interesting to test this further by investigating whether E2A forced homodimers render neural differentiation resistant to the anti-neural effects of Id proteins, and whether introducing a C570A mutation into endogenous E2A recapitulates the neural defects seen in E2A null cells.

Interestingly, we also found that overexpression of E2A was able to drive upregulation of its own negative regulator, *Id1*, consistent with previous descriptions of a Class I/Class V HLH feedback loop in *Drosophila*, in which overexpression of the E-protein *daughterless* causes transcriptional upregulation of the Id protein Extra macrochaetae (Bhattacharya and Baker, 2011). We recognise that our forced homodimerisation of E2A is likely to disrupt this negative-feedback loop, and that this effect might help amplify the pro-neural activity of E2A homodimers.

The findings from the gain-of-function assays were further supported by data from the loss-of-function studies. Generation of novel *E2A*^−/−^ and *E2A*^−/−^*HEB*^−/−^ ESC lines highlighted that although knockout cells were able to self-renew normally, they were not able to differentiate efficiently. Additionally, although knockout cells were able to downregulate *Nanog*, they maintained relatively high expression of the epiblast markers *Fgf5* and *Oct4*. This suggests that although knockout cells are able to navigate the exit from pluripotency efficiently, they fail to complete the proposed second stage of neural lineage commitment involving the transition from epiblast-like cells to neuroectoderm-like cells (Zhang et al., 2010). The observation that *E2A*^−/−^*HEB*^−/−^ cells displayed a more pronounced neural differentiation defect suggests that HEB is, indeed, able to at least partially compensate for the loss of E2A in this context. This is in line with previous studies that have demonstrated that HEB is able to functionally replace E2A during B-cell commitment (Zhuang et al., 1998), highlighting the extent of redundancy between E-protein family members. That *E2A*^−/−^*HEB*^−/−^ cells also appear to preferentially upregulate markers of mesendodermal lineages, including *T* and *Eomes*, is a potentially interesting topic of investigation for future studies, especially considering that HEB (and E2A) have previously been implicated in promoting mesendodermal lineage specification, both in *Xenopus* and in human ESCs (Yoon et al., 2011; Li et al., 2017).

In this study, we identified *Foxd4* as a key gene strongly upregulated in response to forced E2A homodimers, positioning it upstream of Sox1 expression during neural commitment. These data are in line with recent observations also made in ESCs (Sherman et al., 2017), and with the reported expression of *Foxd4* in the mouse neuroectoderm at E7.5 (Kaestner et al., 1995). The *Xenopus* homologue of Foxd4, Foxd4l1 (previously Foxd5), has a well-established role as part of a broader network of neural fate stabilising factors (Yan and Moody, 2009), and it has been shown to expand the population of progenitor cells in the immature neuroectoderm, while repressing the transcription of genes associated with neural differentiation (Sullivan et al., 2001). A potential role for Foxd4 in maintaining neuroectodermal cells in a proliferative non-differentiating state, therefore, might also explain the large proliferation of Oct4^+^ cells we observed when Foxd4 was ectopically expressed in E2A^−/−^ cells.

We also reported that components of the Nodal signalling pathway were downregulated upon the overexpression of E2A homodimers, and conversely upregulated during the differentiation of E-protein knockout cells. Interestingly, E2A has also been shown to repress the transcription of *lefty* in *Xenopus*, with knockout of E2A causing upregulation of *lefty* and a subsequent failure in mesendodermal fate specification (Wills and Baker, 2015). We propose that E2A could be playing a similar role to repress Nodal signalling in mouse pluripotent cells, but during neural fate commitment – a process in which the inhibition of Nodal signalling is already known to be important in both mouse and human pluripotent cells (Watanabe et al., 2005; Vallier et al., 2009). Given that the inhibition of Nodal also promotes neural differentiation of human pluripotent cells (Vallier et al., 2004; Chambers et al., 2009) and that E2A regulates lefty in human cells (Yoon et al., 2011), it seems likely that E2A might also drive neural differentiation of human pluripotent cells, although this remains to be tested. It is likely that E2A has multiple downstream effectors in mammalian cells, as it does in *Xenopus* (Wills and Baker, 2015), but our rescue experiments suggest that the inhibition of Nodal and the activation of Foxd4 are key effectors that explain the ability of E2A to drive neural differentiation. In summary, we propose that E2A plays an instructive, rather than passive, role in promoting neural fate commitment in pluripotent cells by promoting the transcription of neural lineage genes while simultaneously suppressing the Nodal signalling pathway.

## MATERIALS AND METHODS

### Mouse ESC culture and neural differentiation

E14tg2α mouse ESCs were used as wild-type cells. All cell lines used in this study were screened for mycoplasma contamination. ESCs were maintained in Glasgow minimum essential medium supplemented with β-mercaptoethanol, non-essential amino acids, glutamine, pyruvate, 10% fetal calf serum (FCS) and 100 units/ml LIF on gelatinised tissue culture flasks (Smith, 1991). Monolayer neural differentiation was performed as described by Pollard et al. (2006). Briefly, ESCs were washed in Dulbecco's modified eagle medium (DMEM)/F12 to remove all traces of serum and plated at 1×10^4^ cells/cm^2^ in N2B27 medium on gelatinised tissue culture plates. N2B27 consists of a 1:1 ratio of DMEM/F12 and Neurobasal media supplemented with 0.5% N2, 0.5% B27, L-glutamine and β-mercaptoethanol. For Nodal signalling inhibition experiments, cells were seeded in N2B27 supplemented with 10 µM SB431542.

### CRISPR/Cas9 epitope tagging of ESC lines

Guide RNA was manually designed to introduce the V5 tag into the 3′ UTR of E2A based on the annotation of the final coding exon and the 3′ UTR sequence. A ∼200 bp sequence around the stop codon was used as an input for guide RNA design using either crispr.mit.edu or crispor.tefor.net web-based design tools. High-scoring guide RNAs were chosen based on minimal predicted off-target cleavage events, and having a cut site within the 3′ UTR, preferably within 10 bp of the stop codon. For ssODN design, the V5 tag sequence was flanked by ∼75 bp homology arms and a PAM-blocking mutation (NGG>NGC) was introduced into the 3′ UTR sequence to prevent re-cutting of donor DNA by Cas9. Ribonucleoprotein (RNP) complexes were assembled as described by Dewari et al. (2018). Briefly, crRNA and tracrRNA oligos were mixed in equimolar concentration, heated at 95°C for 5 min and allowed to cool to room temperature to anneal. Recombinant Cas9 protein (10 μg) was added to the annealed cr/tracrRNAs to form the RNP complex, which was incubated at room temperature for 20 min and stored on ice until electroporation. ssODN (30 pmol) was added to the RNP complex immediately before electroporation. ESCs (5×10^4^) were transfected using the 4D Amaxa nucleofection system (Lonza) using the optimised program CA-210. Following transfection, cells were transferred into a six-well plate and allowed to recover for 3 to 5 days in ESC media. Clonal cell lines were isolated from bulk populations by manual colony picking and were subsequently analysed for successful knock-in by PCR genotyping, immunocytochemistry and Sanger sequencing of a ∼500 bp region spanning the target site.

Synthetic Alt-R crRNA, tracrRNA, ssODN Ultramer template DNA oligonucleotides and recombinant Cas9 protein were manufactured by Integrated DNA Technologies. Guide RNA and ssODN DNA sequences are provided in Table S1.

### Knockout ESC line generation

For generation of *E2A*^−/−^ ESCs, guide RNAs were designed to target exon 3 of the E2A gene. Targeting was performed on the E2A-V5 cell line to facilitate knockout line validation by loss of V5 signal. For generation of *E2A*^−/−^*HEB*^−/−^ double knockout ESCs, exon 9 of the *HEB* locus was targeted in E2A^−/−^ knockout cells (clone 9) in order to disrupt both HEBcan and HEBalt splice variants. Guides were designed, assembled as RNPs with recombinant Cas9 and transfected as detailed above. Knockouts were verified by Sanger sequencing of targeted allele and western blot analysis using mouse anti-V5 (1:1000; Thermo Scientific, R960-25) and mouse anti-HEB (1:200; Santa Cruz Biotechnology, sc-28364) antibodies. Experiments presented in the main text were performed using *E2A*^−/−^ clone 9 and *E2A*^−/−^*HEB*^−/−^ clone 12.

### Doxycycline-inducible E2A cell lines

The E47 monomer construct comprises an N-terminally FLAG-tagged mouse E47 sequence. To generate the E47 forced homodimer construct, the DNA sequence corresponding to the FLAG-tagged mouse E47 was tethered at its C-terminus to the N-terminus of a second mouse E47 sequence with a 13-amino acid flexible linker sequence of TGSTGSKTGSTGS by overlapping extension PCR (Malaguti et al., 2019). For generation of the C570A homodimerisation-deficient cell lines, mutations were introduced into both E47 sequences in the forced dimer construct using PCR site-directed mutagenesis and verified by Sanger sequencing. Inducible cells lines were generated using an inducible cassette exchange technique (Iacovino et al., 2013). Cells were stimulated with 1 µg/ml doxycycline in all experiments.

### Generation of Foxd4 rescue lines

The full-length *Foxd4*cDNA sequence was cloned into a pPGK-IRES-puromycin resistance plasmid. *E2A*^−/−^ (clone 9) cells were transfected with the resulting construct using the 4D Amaxa nucleofection device (Lonza) and clonal lines were isolated by puromycin selection (1 μg/ml). Following clonal line expansion, ESCs were characterised by qRT-PCR for *Foxd4* expression.

### Immunocytochemistry, western blot analysis and flow cytometry

For immunocytochemistry, samples were fixed with 4% paraformaldehyde for 10 min at room temperature and incubated with blocking buffer (PBS, 0.1% Triton X-100, 3% donkey serum) for 30 min at room temperature. Primary antibodies were diluted in blocking buffer and incubated with cells overnight at 4°C. After three washes with PBS, cells were incubated with secondary antibodies conjugated with Alexa fluorophores (Life Technologies) diluted 1:1000 in blocking buffer for 1 h at room temperature. For nuclear counterstaining, cells were incubated with 1 µg/ml DAPI (Sigma-Aldrich) for 5 min following immunostaining. Cells were washed a minimum of three times in PBS before imaging. For confocal imaging, cells were plated onto glass coverslips, stained and mounted in ProLong Gold Antifade Reagent (Life Technologies). Cells were either imaged on the Leica SP8 confocal microscope or the Olympus IX-81 widefield microscope. All images were analysed in Fiji. Primary antibodies used for immunocytochemistry were: mouse anti-β-III-tubulin/Tuj1 (1:1000; BioLegend, MMS-435P), rat anti-Nanog (1:200; Thermo Fisher Scientific, 14-5761-80), goat anti-Oct4 (1:200; Santa Cruz, sc-8628), mouse anti-Sox1 (1:200; BD Pharmingen, 560749), rabbit anti-Sox2 (1:200; Abcam, ab97959) and mouse anti-V5 (1:200-500; Thermo Fisher Scientific, R960-25). Secondary antibodies used in immunostaining experiments were: donkey anti-mouse Alexa Fluor 488 (Thermo Scientific, A21202), donkey anti-mouse Alexa Fluor 568 (Thermo Scientific, A10037), donkey anti-rabbit Alexa Fluor 488 (Thermo Scientific, A21206), donkey anti-rabbit 568 (Thermo Scientific, A10042), donkey anti-rat Alexa Fluor 488 (Thermo Scientific, A21208), donkey anti-rat Alexa Fluor 594 (Thermo Scientific, A21209) and donkey anti-goat Alexa Fluor 647 (Thermo Scientific, A21447).

For western blot analysis, cells were lysed in radioimmunoprecipitation assay buffer+1× PMSF (Alpha Diagnostics). Protein lysate (20 μg) was run on 4%-12% NuPAGE Bis-Tris Gel (Novex) and transferred onto Amersham Hybond ECL Nitrocellulose Membrane (GE Healthcare). Membranes were blocked in 5% Amersham ECL Prime Blocking Agent (GE Healthcare)+0.1% Tween 20 (Sigma-Aldrich) in PBS for a minimum of 1 h at room temperature. Membranes were incubated with primary antibody overnight at 4°C, washed in PBS+0.1% Tween 20, incubated in horseradish peroxide (HRP)-conjugated secondary antibody for 1 h at room temperature and washed in PBS+0.1% Tween 20. Membranes were subsequently incubated in Amersham ECL Western Blotting Detection Reagent (GE Healthcare) or Amersham ECL Prime Western Blotting Detection Reagent (GE Healthcare). Membranes were either used to expose Amersham Hyperfilm ECL (GE Healthcare) and developed using a Konica SRX-101A Medical Film Processor, or imaged using the Bio-Rad ChemiDoc system. Primary antibodies used in the western blot analysis were mouse anti-β-III-tubulin/Tuj1 (1:1000; Sigma-Aldrich, T5293), mouse anti-E2A (1:200; Santa Cruz Biotechnology, sc-416,), mouse anti-FLAG (1:5000; Sigma-Aldrich, F9291), mouse anti-HEB (1:200; Santa Cruz Biotechnology, sc-28364,), mouse anti-Sox1 (1:1000; BD Pharmingen, 560749) and V5 (1:500-1:1000; Thermo Fisher Scientific, R960-25). Secondary antibodies used were Amersham ECL Mouse IgG, HRP linked (GE Healthcare, NA931V) and Amersham ECL Rabbit IgG, HRP linked (GE Healthcare, NA934).

For flow cytometry analysis, cells were dissociated into a single cell suspension in PBS+10% FCS. Cells were stained with rat anti-E-cadherin (CD324), eFluor660-conjugated DECMA-1 (1:300; eBioscience, 50-3249-82) and 100 ng/ml DAPI to stain dead cells. Flow cytometry was performed on the BD Accuri C6 and analysis was performed using FlowJo software.

### Quantification of immunostaining

Immunofluorescence was quantified by nuclear segmentation based on DAPI signal and manual editing of segmentation results using Nessys software, as detailed by Blin et al. (2019).

### qRT-PCR

Total RNA was isolated from cells using the Absolutely RNA Miniprep Kit (Agilent). cDNA was generated using Moloney murine leukaemia virus reverse transcriptase and random primers. Primers and UPL probes (Roche) used are detailed in Table S2. All gene expression values were normalised to the housekeeping gene *Sdha.*

### RNA-seq

RNA was isolated from cells using the Absolutely RNA Miniprep Kit (Agilent) and RNA quality was verified using an Agilent 2100 Bioanalyzer. Subsequent cDNA library preparation, sequencing and bioinformatics analysis, including differential gene expression analyses, were performed by the Edinburgh Genomics facility. Library preparation was performed using the TruSeq Stranded mRNA Library Prep Kit (Illumina) and libraries were sequenced on the Illumina HiSeq4000. Reads were mapped to the mouse genome GRCm38 from Ensembl and were aligned to the reference genome using STAR (version 2.5.2b). Differential gene analysis was carried out with edgeR (version 3.16.5). Differentially expressed genes were assigned based on a minimum fold-change of two and a maximum FDR of 0.05. Gene ontology analysis was performed on genes upregulated at 24 h using the STRING database (Szklarczyk et al., 2017).

### Statistical analyses

qRT-PCR data are represented as mean±s.d. for a minimum of three experimental replicates. Statistical significance was calculated using Student's *t*-tests for pairwise comparisons, or ANOVA with correction for multiple comparisons for two or more samples. Statistically significant differences are shown as follows: *P<0.05, **P<0.01 and ***P<0.001.

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: The transcription factor E2A drives neural differentiation in pluripotent cells
**Source:** Development. 2020 Jun 22;147(12):dev184093. doi: 10.1242/dev.184093
**Supplement:** Supplementary information

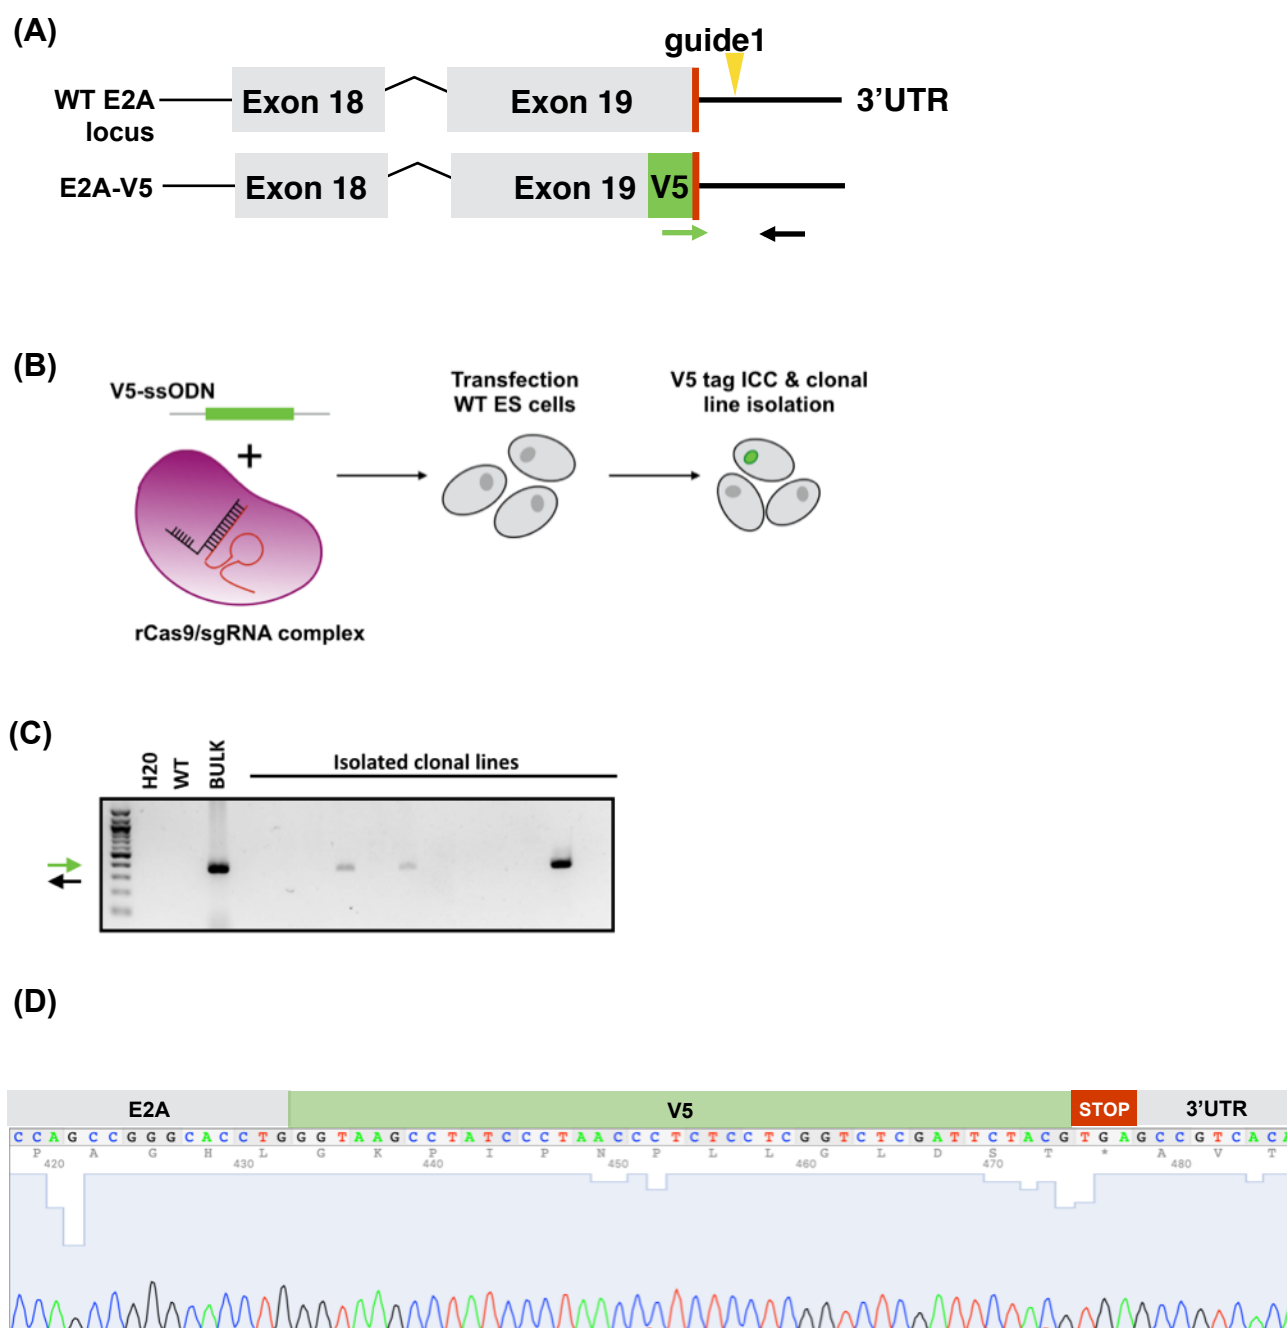

**Figure Q. Generation and validation of endogenously tagged E2A-V5 ES cell lines.**

- (A)** Schematic of exon targeting of E2A to generate tagged cell lines. V5 tag is shown in green, stop codon in red, and yellow arrow indicates location of the guide RNA (sgRNA) sequence.
- (B)** Method used to knock in the V5 tag by nucleofection of a complexed ribonucleoprotein (RNP) comprised of recombinant Cas9 protein (rCas9) and guide RNA into wild-type ES cells.
- (C)** PCR genotyping of derived clonal lines using primer pairs indicated by green and black arrows depicted in (A). Bands of correct size in clonal lines shown, compared to blank (H2O), parental WT line, and bulk transfected population.
- (D)** Sanger sequencing trace of correctly targeted E2A-V5 clonal lines, confirming correct in-frame insertion of the V5 tag.

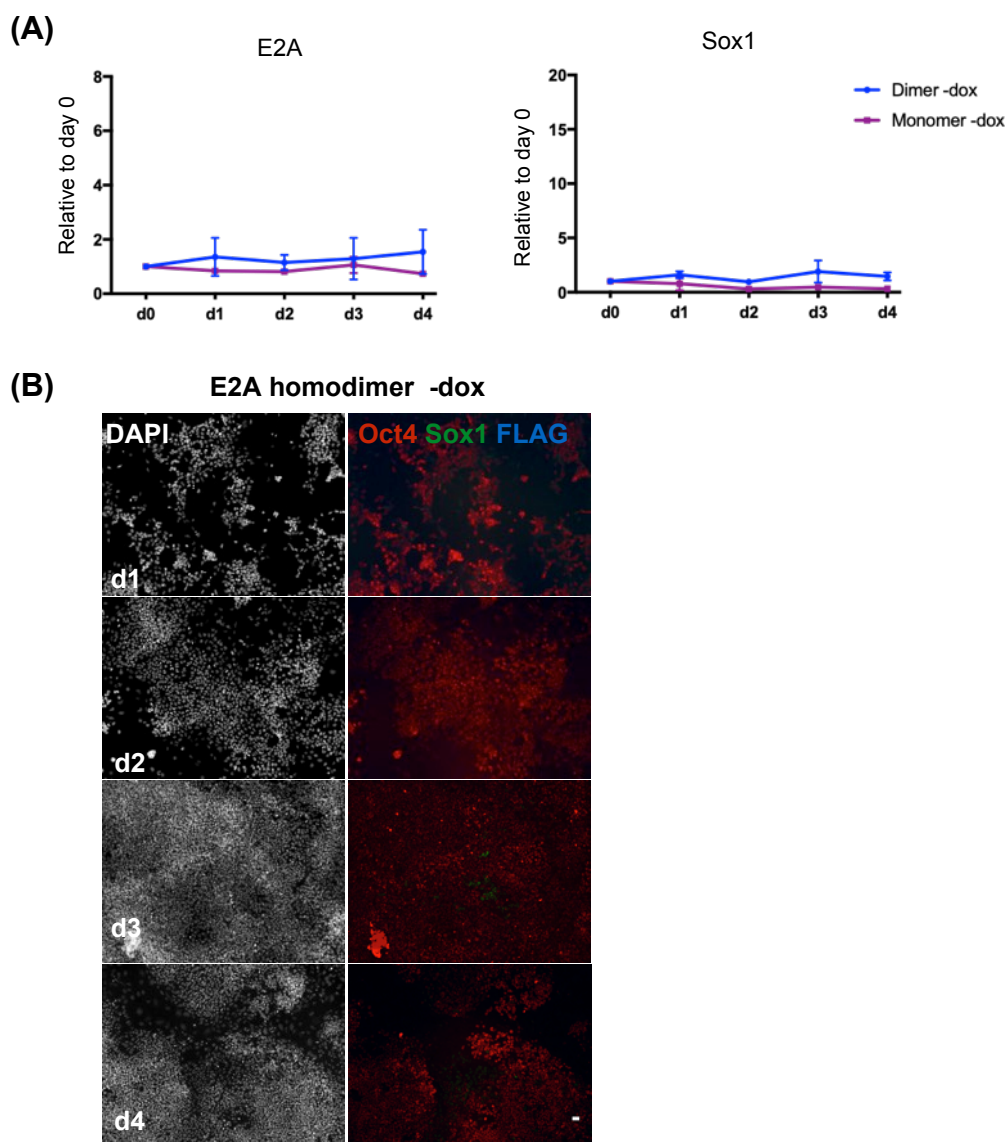

**Figure Q2. Sox1 is not expressed when inducible cells are cultured in LIF/serum without dox induction.**

- (A)** qRT-PCR analysis of dox-inducible E2A monomer and forced homodimer cells cultured in LIF/serum without dox. Expression values are normalised to day 0. Error bars represent mean  $\pm$  SD of 2 biological replicates.
- (B)** Immunocytochemistry of inducible forced homodimer cells cultured in LIF/serum without dox. Scale bar: 30  $\mu$ m

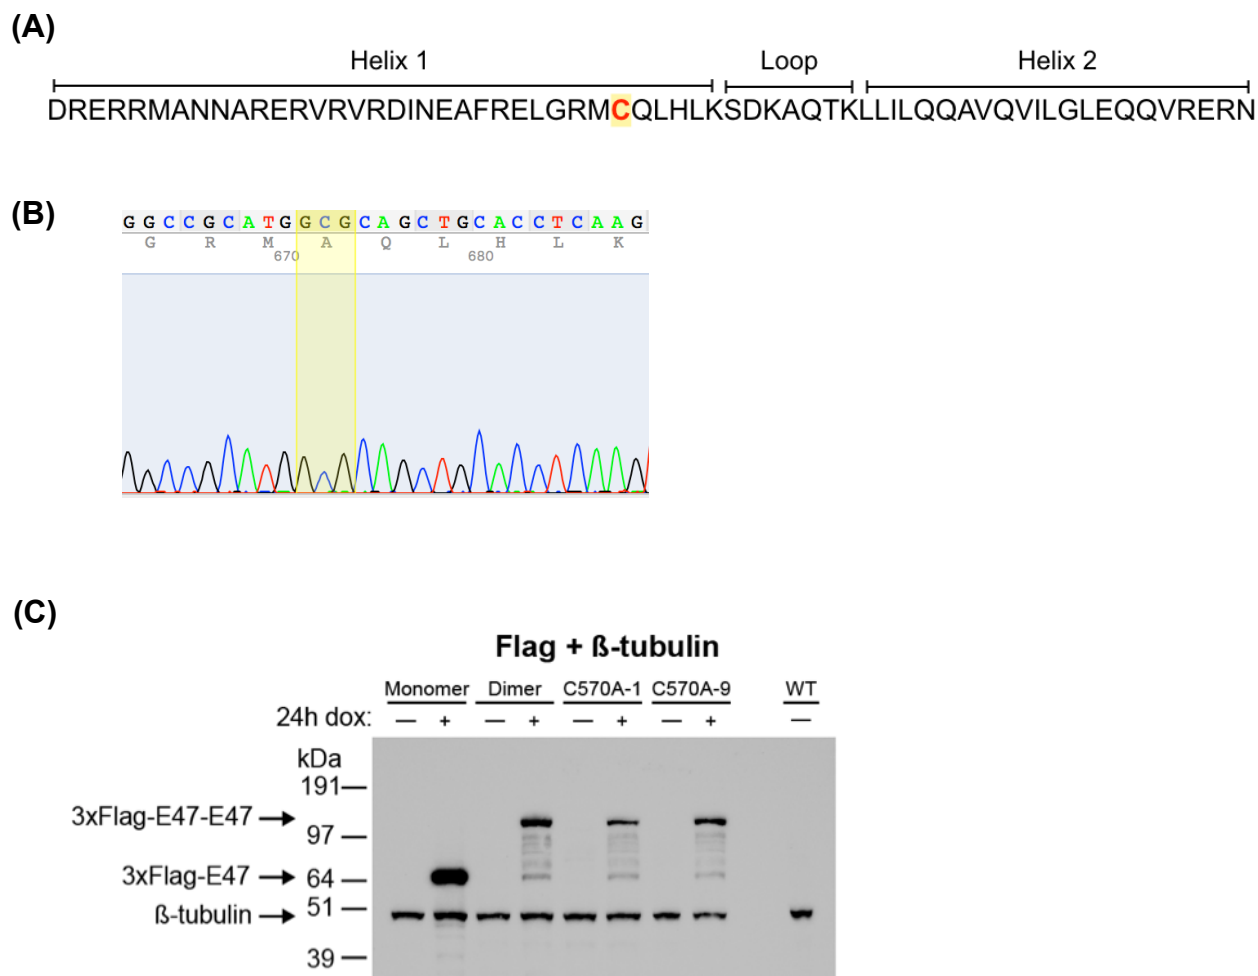

**Figure 3. Wild-type and mutant forced homodimer cells.**

**(A)** Sequence of the helix-loop-helix (HLH) domain of wild-type E2A with Cysteine-570 residue in helix 1 highlighted in yellow.

**(B)** Sanger sequencing trace of Cys>Ala (C570A) mutation introduced into both E2A monomer sequences in the forced homodimer construct to generate mutant forced homodimer inducible lines (C570A-1 and C570A-9).

**(C)** Western blot analysis of wild type monomer, forced homodimer and mutant forced homodimer cell lines +/- 24h of doxycycline induction. Membrane was blotted using anti-FLAG to detect the transgene and B-tubulin was used as a loading control.

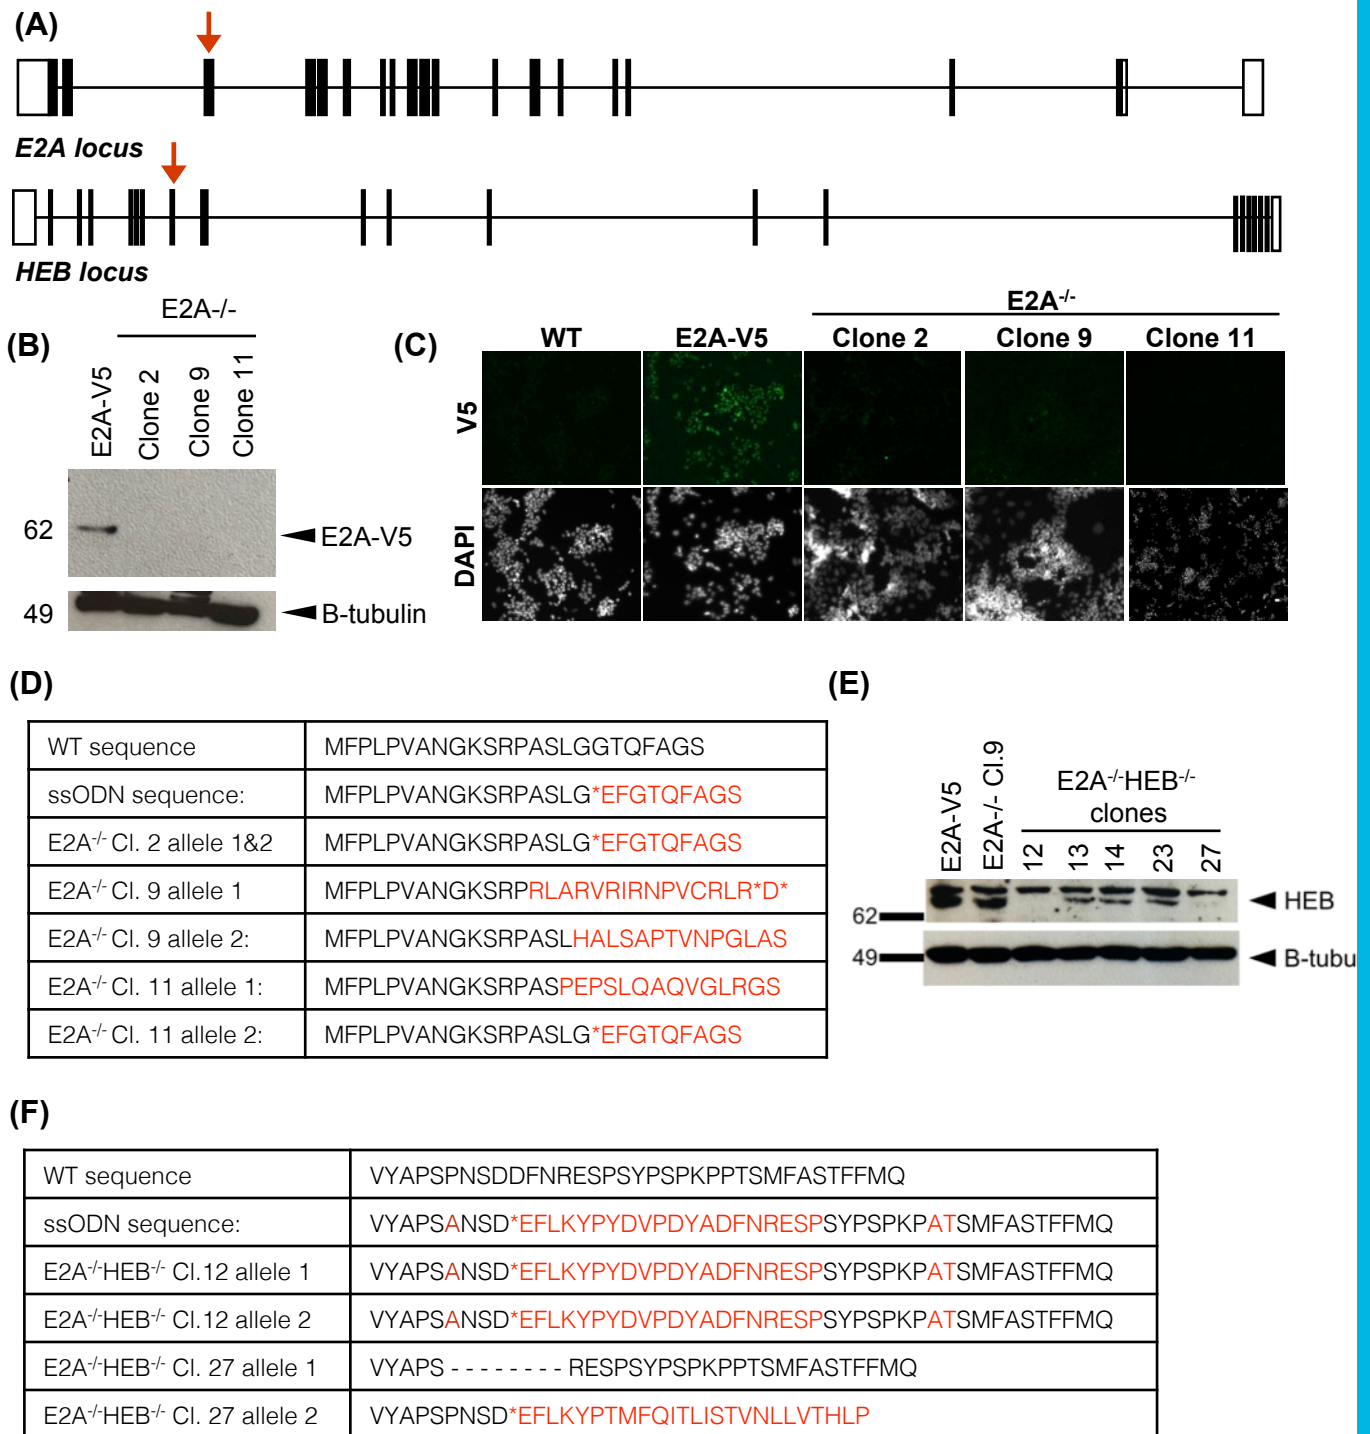

#### Figure C4. Validation of E-protein knockout lines

**(A)** Structure of *E2A* and *HEB* loci. Red arrow indicates Cas9/sgrRNA target site. **(B)** Western blot of E2A-V5 Cl.74 (parental cell line) and three *E2A* knockout clones 2, 9 & 11 using anti-V5 antibody. E2A-V5=69kDa. B-tubulin was analysed as a loading control. **(C)** Immunostaining of WT, E2A-V5 (parental) and *E2A*<sup>-/-</sup> clonal lines with anti-V5 antibody. Scale bar: 30 μm **(D)** Sanger sequencing of *E2A*<sup>-/-</sup> clones 2, 9 and 11. WT exon 3 and ssODN template DNA amino acid sequences shown with mutations highlighted in red. *E2A*<sup>-/-</sup> clone 2 has biallelic knock-in of the stop codon-containing ssODN template sequence, clone 9 has two independently disrupted *E2A* alleles and clone 11 has heterozygous knock-in of the ssODN and a second non-homologous end joining (NHEJ)-disrupted allele. **(E)** Western blot of E2A-V5 Cl.74, *E2A*<sup>-/-</sup> clone 9 (parental) and *E2A*<sup>-/-</sup>HEB<sup>-/-</sup> clonal lines using anti-HEB antibody. HEB=85kDa. B-tubulin was analysed as a loading control. **(F)** Sanger sequencing of *E2A*<sup>-/-</sup>HEB<sup>-/-</sup> clones 12 and 27. Targeted WT exon 9 and ssODN template DNA amino acid sequences shown above, with mutations highlighted in red. *E2A*<sup>-/-</sup>HEB<sup>-/-</sup> clone 12 has biallelic knock-in of the ssODN sequence, and clone 27 has two independently disrupted *HEB* alleles; one allele contains an 8 amino acid deletion, the other allele contains a premature stop codon.

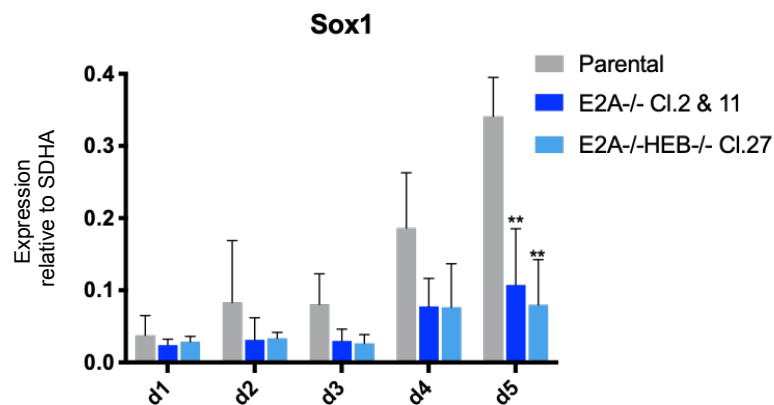

**Figure G5. Transcriptional analysis of additional E-protein knockout clones.** qRT-PCR analysis of two additional E2A<sup>-/-</sup> clones (clones 2 and 11) and one additional E2A<sup>-/-</sup>HEB<sup>-/-</sup> clone (clone 27) differentiated in N2B27. Relative expression values shown are the mean of three independent experiments for each clonal line.

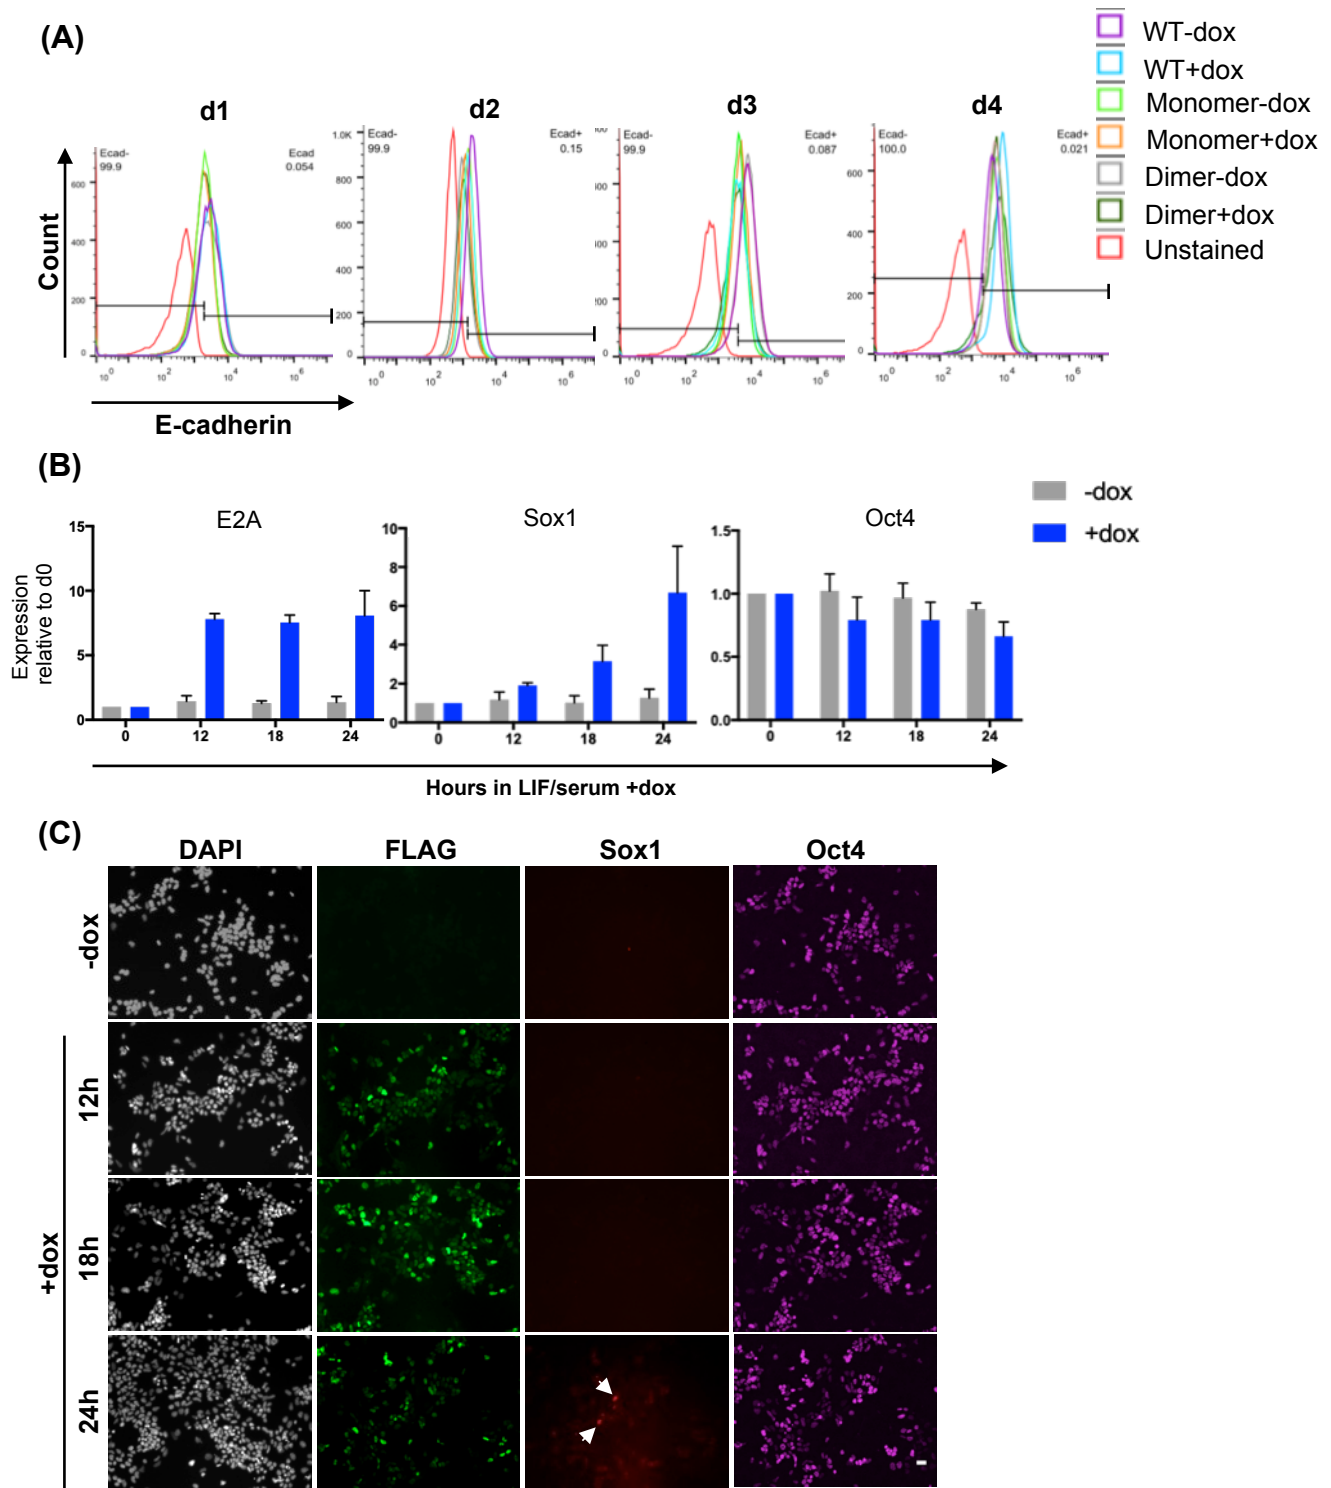

**Figure C6. Identifying a time frame for detection of early E2A homodimer response genes.**

**(A)** Flow cytometric analysis of the effect of overexpression of E2A monomers and homodimers on E-cadherin (E-cad) protein expression. WT ES cells are included as a control and were used in combination with unstained WT cells to define gates. Experiments were repeated twice and the data from replicates follow the same trend as displayed in the figure. **(B)** qRT-PCR analysis of cells following 12, 18 and 24 hours of E2A homodimer induction in LIF/serum. No dox controls are also shown. Error bars represent standard deviation of three biological experiments, which were used for subsequent RNA-sequencing analysis. **(C)** Immunostaining of cells during the 24h timecourse to assess transgene activation using an anti-FLAG antibody, and co-staining with anti-Sox1 and anti-Oct4. White arrows highlight small number of cells that express Sox1 protein 24 hours post-induction. Scale bar: 50  $\mu$ m

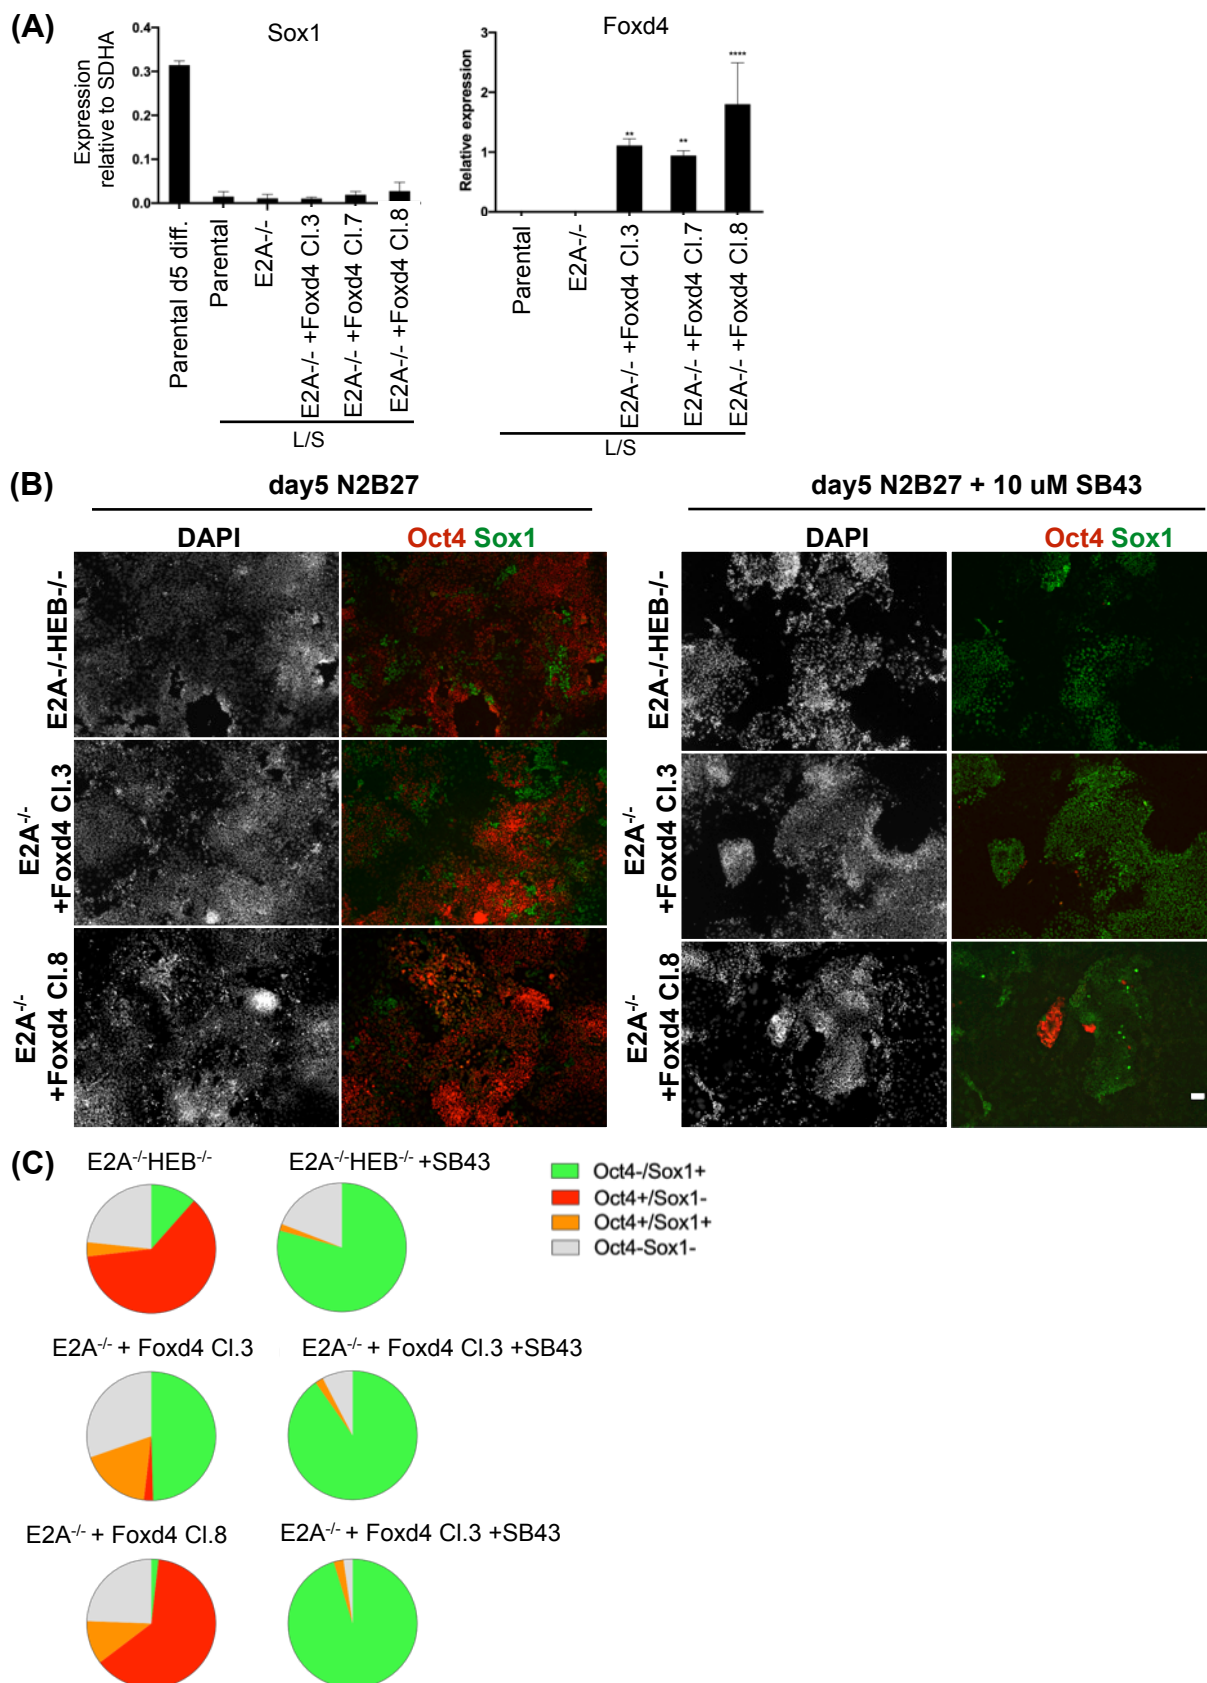

**Figure G7. Analysis of additional clonal lines ectopically overexpressing Foxd4 in an E2A<sup>-/-</sup> background.**

(A) qRT-PCR analysis of knockout and Foxd4 rescue cell lines in LIF/serum. Relative expression values shown are the mean  $\pm$  SD of three biological replicates. (B) Immunostaining of additional knockout and Foxd4 rescue cell lines differentiated in N2B27  $\pm$  SB43. (C) Quantification of immunostaining of cells at day 5 of differentiation  $\pm$  10 uM SB43 performed by nuclear segmentation and quantitative image analysis. Shown are the mean values for three independent biological replicates. A minimum of 8000 nuclei were scored per experiment. Data for all replicates are shown in Supplementary table 3. Scale bar: 50  $\mu$ m

**Table 1. CRISPR/Cas9 targeting guide RNA and ssODN template sequences.**

| Cell line generated                   | Component | Sequence                                                                                                                                                                                                                     |
|---------------------------------------|-----------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| E2A-V5                                | Guide     | AGCCGTCACAGCTTCTTCGT                                                                                                                                                                                                         |
|                                       | ssODN     | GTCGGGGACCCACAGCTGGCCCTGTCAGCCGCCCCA<br>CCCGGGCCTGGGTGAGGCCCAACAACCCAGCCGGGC<br>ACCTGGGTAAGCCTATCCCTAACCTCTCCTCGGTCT<br>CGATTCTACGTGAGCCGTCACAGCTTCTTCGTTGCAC<br>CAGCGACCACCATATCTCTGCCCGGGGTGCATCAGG<br>ACGGTTCTGGATGAG     |
| E2A <sup>-/-</sup>                    | Guide     | TGCAAACCTGGGTTCCCCCGA                                                                                                                                                                                                        |
|                                       | ssODN     | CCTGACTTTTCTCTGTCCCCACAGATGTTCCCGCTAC<br>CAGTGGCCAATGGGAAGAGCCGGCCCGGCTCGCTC<br>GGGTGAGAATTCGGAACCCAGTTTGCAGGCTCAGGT<br>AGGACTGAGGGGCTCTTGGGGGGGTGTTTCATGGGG<br>ACGGTGGCGGAGA                                                |
| E2A <sup>-/-</sup> HEB <sup>-/-</sup> | Guide     | CGGTTGAAATCGTCAGAATT                                                                                                                                                                                                         |
|                                       | ssODN     | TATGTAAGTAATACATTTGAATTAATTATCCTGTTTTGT<br>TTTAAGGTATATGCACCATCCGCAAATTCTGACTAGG<br>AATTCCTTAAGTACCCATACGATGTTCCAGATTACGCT<br>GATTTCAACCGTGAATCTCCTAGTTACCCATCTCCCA<br>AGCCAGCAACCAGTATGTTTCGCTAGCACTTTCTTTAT<br>GCAAGGTAAGC |

**Table S2. qRT-PCR primers and probes**

| Gene                 | Forward primer        | Reverse primer         | UPL probe |
|----------------------|-----------------------|------------------------|-----------|
| Cdh1<br>(E-cadherin) | ATCCTCGCCCTGCTGATT    | ACCACCGTTCTCCTCCGTA    | 18        |
| Cdh2<br>(N-cadherin) | GCCATCATCGCTATCCTTCT  | CCGTTTCATCCATACCACAAA  | 18        |
| Cripto<br>(Tdgf1)    | GTTTGAATTTGGACCCGTTG  | GGAAGGCACAACTGGAAAG    | 93        |
| E2A                  | GTGGGCTCTGACAAGGAACT  | ACAGGTAGCGGGAACATCAT   | 79        |
| Eomes                | ACCGGCACCAAACCTGAGA   | AAGCTCAAGAAAGGAAACATGC | 9         |
| Fgf5                 | AAAACCTGGTGCACCCTAGA  | CATCACATTCCCGAATTAAGC  | 29        |
| Foxd4                | TGGAGATCAGACGGAAGAAGA | GATCGCTCCAGGCACTTATG   | 63        |
| Id1                  | TCCTGCAGCATGTAATCGAC  | GGTCCCGACTTCAGACTCC    | 78        |
| Lefty2               | GCCCTCATCGACTCTAGGC   | AGCTGCTGCCAGAAGTTCAC   | 97        |

|             |                       |                       |     |
|-------------|-----------------------|-----------------------|-----|
| Nanog       | CCTCCAGCAGATGCAAGAA   | GCTTGCACTTCATCCTTTGG  | 25  |
| Oct4        | GTTGGAGAAGGTGGAACCAA  | CTCCTTCTGCAGGGCTTTC   | 95  |
| Pax3        | AAAAGGCTAAACACAGCATCG | CAATATCGGAGCCTTCATCTG | 110 |
| Sox1        | GTGACATCTGCCCCCATC    | GAGGCCAGTCTGGTGTCAG   | 60  |
| SDHA        | CAGTTCCACCCCACAGGTA   | TCTCCACGACACCCTTCTGT  | 71  |
| T-brachyury | ACTGGTCTAGCCTCGGAGTG  | TTGCTCACAGACCAGAGACTG | 27  |

**Table S3. Immunostaining quantification** (associated with Figure 5)  
**(A)** Cells differentiated in N2B27 **(B)** Cells differentiated in N2B27+SB43

**(A)**

| <b>-SB43</b>              | <b>% Rep1</b> | <b>% Rep2</b> | <b>% Rep3</b> | <b>Mean %</b> | <b>Standard deviation</b> |
|---------------------------|---------------|---------------|---------------|---------------|---------------------------|
| <b>Parental</b>           |               |               |               |               |                           |
| <b>Oct4-/Sox1+</b>        | 72.9          | 89.2          | 83.8          | 82.0          | 8.34                      |
| <b>Oct4+/Sox1-</b>        | 1.8           | 0.0           | 1.5           | 1.1           | 0.98                      |
| <b>Oct4+/Sox1+</b>        | 6.2           | 3.1           | 5.2           | 4.8           | 1.60                      |
| <b>Oct4-Sox1-</b>         | 19.1          | 7.7           | 9.5           | 12.1          | 6.13                      |
| <b>E2A-/-</b>             |               |               |               |               |                           |
| <b>Oct4-/Sox1+</b>        | 4.7           | 7.6           | 56.5          | 22.9          | 29.07                     |
| <b>Oct4+/Sox1-</b>        | 40.3          | 45.6          | 3.9           | 30.0          | 22.68                     |
| <b>Oct4+/Sox1+</b>        | 3.1           | 18.2          | 12.1          | 11.1          | 7.59                      |
| <b>Oct4-Sox1-</b>         | 51.9          | 28.6          | 27.5          | 36.0          | 13.76                     |
| <b>E2A-/-HEB-/-</b>       |               |               |               |               |                           |
| <b>Oct4-/Sox1+</b>        | 17.3          | 6.6           | 56.0          | 26.6          | 28.78                     |
| <b>Oct4+/Sox1-</b>        | 33.4          | 69.6          | 2.8           | 35.3          | 33.95                     |
| <b>Oct4+/Sox1+</b>        | 3.3           | 3.3           | 6.8           | 4.4           | 3.91                      |
| <b>Oct4-Sox1-</b>         | 46.1          | 20.5          | 34.4          | 33.7          | 14.03                     |
| <b>E2A-/- +Foxd4 Cl.3</b> |               |               |               |               |                           |
| <b>Oct4-/Sox1+</b>        | 57.0          | 61.3          | 43.5          | 53.9          | 9.27                      |
| <b>Oct4+/Sox1-</b>        | 25.5          | 1.0           | 0.9           | 9.1           | 14.19                     |
| <b>Oct4+/Sox1+</b>        | 11.1          | 21.4          | 16.7          | 16.4          | 5.15                      |
| <b>Oct4-Sox1-</b>         | 6.4           | 16.3          | 38.9          | 20.5          | 16.64                     |
| <b>E2A-/- +Foxd4 Cl.7</b> |               |               |               |               |                           |
| <b>Oct4-/Sox1+</b>        | 42.8          | 45.4          | 40.0          | 42.8          | 2.68                      |
| <b>Oct4+/Sox1-</b>        | 7.1           | 7.7           | 7.0           | 7.3           | 0.38                      |
| <b>Oct4+/Sox1+</b>        | 8.6           | 17.7          | 28.8          | 18.4          | 10.12                     |
| <b>Oct4-Sox1-</b>         | 41.5          | 29.1          | 24.1          | 31.5          | 8.96                      |
| <b>E2A-/- +Foxd4 Cl.8</b> |               |               |               |               |                           |
| <b>Oct4-/Sox1+</b>        | 10.3          | 0.3           | 1.9           | 4.2           | 5.39                      |
| <b>Oct4+/Sox1-</b>        | 21.5          | 67.6          | 64.8          | 51.3          | 25.83                     |
| <b>Oct4+/Sox1+</b>        | 5.6           | 6.4           | 16.4          | 9.5           | 6.00                      |
| <b>Oct4-Sox1-</b>         | 62.5          | 25.8          | 16.9          | 35.1          | 24.19                     |

(B)

| <b>+SB43</b>              | <b>% Rep1</b> | <b>% Rep2</b> | <b>% Rep3</b> | <b>Mean %</b> | <b>Standard deviation</b> |
|---------------------------|---------------|---------------|---------------|---------------|---------------------------|
| <b>Parental</b>           |               |               |               |               |                           |
| <b>Oct4-/Sox1+</b>        | 93.1          | 99.3          | 97.7          | 96.7          | 3.18                      |
| <b>Oct4+/Sox1-</b>        | 0.0           | 0.0           | 0.0           | 0.0           | 0.00                      |
| <b>Oct4+/Sox1+</b>        | 0.0           | 0.7           | 1.1           | 0.6           | 0.56                      |
| <b>Oct4-Sox1-</b>         | 6.9           | 0.0           | 1.2           | 2.7           | 3.66                      |
| <b>E2A-/-</b>             |               |               |               |               |                           |
| <b>Oct4-/Sox1+</b>        | 73.1          | 65.0          | 93.9          | 77.3          | 14.88                     |
| <b>Oct4+/Sox1-</b>        | 3.8           | 0.4           | 0.0           | 1.4           | 2.09                      |
| <b>Oct4+/Sox1+</b>        | 3.9           | 4.9           | 1.7           | 3.5           | 1.63                      |
| <b>Oct4-Sox1-</b>         | 19.2          | 29.7          | 4.4           | 17.8          | 12.70                     |
| <b>E2A-/-HEB-/-</b>       |               |               |               |               |                           |
| <b>Oct4-/Sox1+</b>        | 73.5          | 63.5          | 97.8          | 78.2          | 17.19                     |
| <b>Oct4+/Sox1-</b>        | 0.0           | 0.2           | 0.0           | 0.1           | 0.09                      |
| <b>Oct4+/Sox1+</b>        | 1.7           | 1.9           | 1.3           | 1.7           | 1.19                      |
| <b>Oct4-Sox1-</b>         | 24.7          | 34.4          | 0.9           | 20.0          | 16.92                     |
| <b>E2A-/- +Foxd4 Cl.3</b> |               |               |               |               |                           |
| <b>Oct4-/Sox1+</b>        | 82.8          | 85.1          | 96.7          | 88.2          | 7.44                      |
| <b>Oct4+/Sox1-</b>        | 0.0           | 0.0           | 0.0           | 0.0           | 0.00                      |
| <b>Oct4+/Sox1+</b>        | 3.6           | 1.5           | 2.6           | 2.6           | 1.04                      |
| <b>Oct4-Sox1-</b>         | 13.5          | 13.4          | 0.6           | 9.2           | 7.40                      |
| <b>E2A-/- +Foxd4 Cl.7</b> |               |               |               |               |                           |
| <b>Oct4-/Sox1+</b>        | 85.1          | 94.4          | 97.0          | 92.2          | 6.27                      |
| <b>Oct4+/Sox1-</b>        | 0.0           | 0.0           | 0.0           | 0.0           | 0.00                      |
| <b>Oct4+/Sox1+</b>        | 1.8           | 0.6           | 3.0           | 1.8           | 1.16                      |
| <b>Oct4-Sox1-</b>         | 13.1          | 5.0           | 0.0           | 6.0           | 6.60                      |
| <b>E2A-/- +Foxd4 Cl.8</b> |               |               |               |               |                           |
| <b>Oct4-/Sox1+</b>        | 76.3          | 95.6          | 97.0          | 89.6          | 11.58                     |
| <b>Oct4+/Sox1-</b>        | 0.0           | 0.0           | 0.0           | 0.0           | 0.00                      |
| <b>Oct4+/Sox1+</b>        | 0.0           | 2.3           | 3.0           | 1.8           | 1.58                      |
| <b>Oct4-Sox1-</b>         | 23.7          | 2.1           | 0.0           | 8.6           | 13.14                     |

How the deposited data were processed for this re-analysis (not part of the article)

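The data are RNA-seq libraries from mouse ESCs with a dox-inducible forced E2A homodimer, kept in LIF/serum, taken at 0 h (no dox), 18 h and 24 h after addition of dox at 1 µg/ml, with 3 biological replicates at each of the 3 time points. Time points and replicate numbers were taken from the sample labels and the paper. The replicate numbers were used to pair the libraries because the labels number them 1, 2 and 3 at each time point and the legend of Fig. S6B speaks of 3 biological experiments used for RNA-seq. The treatment protocol text in the labels gives times of 24 h and 48 h. The paper's 18 h and 24 h, which the titles and the treatment entry of each label also give, were used.

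The authors prepared strand-specific polyadenylated RNA libraries, sequenced them on the HiSeq4000, aligned reads with STAR 2.5.2b to GRCm38 with an Ensembl annotation and tested differential expression with edgeR 3.16.5. The paper's text does not name the Ensembl release or say how strand and reads with several alignments were handled in the counting. From these reads the authors made FPKM values, which are scaled for gene length and the number of reads mapped, for 47729 genes, of which 19906 are 0 in all libraries. The filtered table that the authors deposited holds, for 19210 genes, a per-library signal that is a CPM value scaled to an effective library size. The authors also deposited the log2 fold-change, the p-value and the false discovery rate of each edgeR comparison in that table. These comparisons were used here only beside the values computed from the libraries. Of the genes in the FPKM table, 47310 had an entry in the GENCODE M21 annotation of GRCm38, which supplied coordinates, strands and exons. No per-sample column was left unmatched to a library.

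The number of reads on each gene was recovered from the filtered table by dividing each value by what 1 read was worth in its library. All of the 19210 values in each library came out whole. Reads on genes numbered between 22028363 and 26471569 per library. At 3 reads or fewer a gene was treated as being at the floor, and a fold against a time point whose libraries are all at or below the floor is given as a lower bound. This floor covers counting error only. No pair of replicates differed by as little as sampling noise would give, with a chi-square over its degrees of freedom between 5.39 and 16.3, so all 9 libraries were used as separate samples.

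The design set before the data were examined allowed edgeR as the main test if the tables held counts. They held FPKM and scaled values, so the main test was limma 3.58.1 (lmFit and eBayes with an intensity trend) in R 4.3.3 on log2(FPKM+0.1), fitted to all 9 libraries without a replicate block. It covered the 17951 genes with a mean FPKM of at least 0.1. Genes were called at a Benjamini–Hochberg adjusted p of at most 0.05 and an absolute log2 fold-change of at least 1, the minimum fold-change in the paper's methods. Adjusted p values come from limma unless edgeR 4.0.16, DESeq2 1.42.0 or camera is named. A fold-change on the log2(FPKM+0.1) scale understates the change of low genes. The overlap of calls between time points was tested with Fisher's exact test. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1, so none is reported. Lists of marker genes were tested with camera in limma, at an inter-gene correlation of 0.01, and were set beside 10000 random lists drawn within 200 ranks of mean FPKM. Where the genes of a list vary together by more than this correlation, the p-value of camera is too small. The 11 lists were written from general knowledge before the data were examined, and a list of 26 ATF4 and amino acid response genes was written afterwards. Only the trophectoderm list, the list of BMP and SMAD targets and the ATF4 list were also tested without some of their genes. Tables were handled in Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

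The genes named are those the paper names for the RNA-seq experiment or manipulates or measures in the inducible line, the members of the marker lists, and those chosen by a rule fixed before the data were examined. The rule took the 10 largest and the 10 lowest log2 fold-changes at 24 h compared with 0 h among genes past both thresholds, with a mean FPKM of at least 1 and with every 24 h library on the same side of every 0 h library, and 5 in each direction at 24 h compared with 18 h. Genes that overlap, neighbour or outrank a named gene are named beside it. Other genes that are named were chosen after their values were seen, as the text says. Some results on single genes are not reported here.

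The alternatives set before the data were examined were pseudocounts of 1 and 0.01, no filter on FPKM, a mean FPKM of at least 1, quantile normalization, median centring, no intensity trend, only the time points compared in the fit, the replicate number as a block, each library left out in turn, an absolute log2 fold-change of at least 2, no minimum fold-change, and edgeR's quasi-likelihood test and DESeq2 on the recovered reads. Those added after the data were examined were edgeR with the replicate block, only genes with at least 200 nt of exons, edgeR on the 15753 genes with at least 10 reads in at least 3 libraries, the marker lists with each library left out, and other splits of the libraries in fits with the replicate block. The tests were checked on simulated data in which 200 genes were changed by 1.5 on the log2 scale. Of these limma called 196, with 6 unchanged genes called among 17068 tested, limma with the block called 197 with 8, edgeR called 198 with 2 among 19210 tested, and DESeq2 called 195 with 0. The changed genes were drawn from those with a mean FPKM of at least 1. All genes had a common dispersion of 0.0128, and no replicate effect was simulated. This check therefore does not cover changes of genes with a lower FPKM or the pairing of the libraries. GO annotation, qRT-PCR, immunostaining and knockout experiments were not analysed here.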

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

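The results below lie outside the genes the paper discusses, or are genes that changed between 18 h and 24 h. The tests of short genes, of sequence shared by the Lefty genes of amino acid response genes and of other splits of the samples with the replicate block were chosen after the results were seen, whereas the tests of the trophectoderm and B-lineage lists and of other splits without the block were chosen before their results were seen. The thresholds, the marker lists other than the amino acid response list, the rule for naming genes and most alternatives were set before the data were examined.

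Chac1 and Trib3, which are targets of the amino acid response factor ATF4, were among the 10 lowest log2 fold-changes at 24 h. Chac1 had a log2 fold-change of -3.98 (adjusted p = 0.00666 by limma, 3.36e-09 to 0.0333 over its alternatives), and its reads fell from 1383, 203 and 1305 in the 0 h replicates to 53, 48 and 41 at 24 h. Trib3 had a log2 fold-change of -2.74 (adjusted p = 0.0100 by limma, 3.96e-08 to 0.0462 over its alternatives), and the glycine transporter gene Slc6a9, which overlaps Ccdc24 on the opposite strand, had a log2 fold-change of -2.39 (adjusted p = 0.00594 by limma, 2.09e-08 to 0.0289 over its alternatives). All 3 libraries at 24 h lay below all 3 at 0 h for these genes. In the authors' deposited table the false discovery rate at 24 h was 0.0589 for Chac1 and 0.0690 for Trib3, both above 0.05, and 0.0109 for Slc6a9. In a list of 26 ATF4 and amino acid response genes written after these genes were seen, 25 were tested, 24 had a log2 fold-change below 0 at 24 h and the median was -1.42, with 16 genes downregulated over all genes tested and 17 with the adjustment over the list alone. At 18 h the median was -1.44. Replicate 2 at 0 h had fewer reads on Chac1 than the other two 0 h replicates, so each 0 h library was left out in turn. With one 0 h library left out, the median of the list nearest to 0 was -1.22, which goes against a difference carried by one library, although each of these fits keeps replicate 1 or replicate 3 at 0 h. Without the 6 genes that prompted the list, the median over 19 genes was -1.28 with a camera p-value of 1.25e-10, so the fall was not limited to those 6. With replicate 1, 2 or 3 at 0 h left out, this median was -1.12, -1.58 or -1.03, so the 0 h libraries differed on these genes as a set. Camera was run at a fixed inter-gene correlation of 0.01. If these genes vary together between libraries by more than this, its p-value is too small. A lower activity of the amino acid response after addition of dox is a candidate explanation, but dox-treated cells without the transgene were not analysed here, so an effect of dox itself or of the state of the cultures cannot be told apart from an effect of E2A.

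Grb10, a gene for a signalling adaptor, had a log2 fold-change of -2.75 (adjusted p = 0.000402 by limma, 6.20e-22 to 0.00618 over its alternatives) and fell from 16.4±5.64 FPKM at 0 h to 2.26±0.324 at 24 h (mean±s.d., n=3), with all 24 h libraries below all 0 h libraries. No explanation of this fall was tested.

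The median log2 fold-change of 14 trophectoderm markers was 0.81 at 24 h (adjusted p = 7.36e-06 by camera, 1.93e-06 to 0.000548 over its alternatives). Of these genes 12 had a log2 fold-change above 0 and 5 were upregulated, with the adjustment over all genes and also over the list alone. Cdx2 and Hand1 were among the 10 largest increases, so the list was also tested without them. Its median over the 12 genes left was 0.75 with a camera p-value of 2.34e-04, and with only the genes at a mean FPKM of at least 1 the p-value was 0.0164 over 7 genes. These values are consistent with a rise across the list. Whether it occurs in all cells or in a part of the culture was not tested, and the rise cannot be told apart from an effect of dox itself.

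Ighm, which encodes the constant region of the immunoglobulin µ heavy chain, was singled out after its values were seen and had a log2 fold-change of 3.34 (adjusted p = 0.00131 by limma, 1.80e-11 to 0.00866 over its alternatives). Its reads rose from 2, 4 and 3 in the 0 h replicates to 78, 34 and 37 at 18 h and 123, 55 and 70 at 24 h, with all 24 h libraries above all 0 h libraries. A broad rise of B-lineage genes was tested, since E2A acts in B-cell development. Only 6 of the 15 listed B-lineage genes were expressed enough to be tested, all had a log2 fold-change below 0, with a median of -0.33, and camera placed the list below other genes with a p-value of 0.00730 (adjusted p = 0.0115, 0.00309 to 0.118 over its alternatives). This goes against a broad B-lineage programme. A direct effect of E2A on Ighm is a candidate explanation, which was not tested.

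The paralogs Lefty1 and Lefty2 changed in opposite directions. Lefty1 had a log2 fold-change of 0.79 (adjusted p = 0.0209 by limma, 3.27e-06 to 0.0706 over its alternatives), below the minimum of 1, with all 24 h libraries above all 0 h libraries, whereas the log2 fold-change of Lefty2 was -0.88. Misassignment of reads between these genes was considered, and 11.7% of the windows of 75 bases in Lefty1 exons also occur in Lefty2, against 7.77% in the other direction. With windows of 50 bases these shares were 17.9% and 12.0%, and with windows of 100 bases 5.85% and 3.86%. Most of each gene is therefore distinguishable, and reads shared between them are unlikely to produce opposite changes. The rise of Lefty1 was weak, and its adjusted p rose above 0.05 in some fits that left out a library.

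The antisense gene C130021I20Rik had a log2 fold-change of 3.77 (adjusted p = 9.32e-05 by limma, 5.20e-30 to 0.00322 over its alternatives). It lies next to Lmx1b on the opposite strand, and Lmx1b had a log2 fold-change of 3.88. All 24 h libraries exceeded all 0 h libraries for both genes. Whether transcripts of Lmx1b were counted on C130021I20Rik was not tested.

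Several of the largest changes belong to genes shorter than 200 nt, although the libraries were made from polyadenylated RNA. Of the genes called at 24 h, 21 of 371 upregulated and 33 of 150 downregulated genes are this short. The mitochondrial tRNA genes mt-Tt and mt-Tw, each 67 nt long, had a log2 fold-change of -4.73 (adjusted p = 0.00229 by limma, 4.21e-09 to 0.0155 over its alternatives) and a log2 fold-change of -2.46 (adjusted p = 0.00952 by limma, 3.58e-07 to 0.0397 over its alternatives). Their reads fell from 37, 70 and 43 to 6, 1 and 1 for mt-Tt and from 70, 109 and 64 to 26, 22 and 7 for mt-Tw. The small nucleolar RNA gene Gm23639 had a log2 fold-change of -2.13 (adjusted p = 0.00175 by limma, 9.18e-07 to 0.0108 over its alternatives). The miRNA gene Mir106b had a log2 fold-change of -4.52 (adjusted p = 0.0122 by limma, 0.00476 to 1 over its alternatives) and was at least 1.73-fold lower at 24 h, Mir24-1 had a log2 fold-change of -3.46 (adjusted p = 0.0412 by limma, 2.19e-05 to 1 over its alternatives) and was at least 1.63-fold lower, and AC124457.1 had a log2 fold-change of -2.02 (adjusted p = 0.0201 by limma, 0.00675 to 1 over its alternatives). Mir302b had a log2 fold-change of 3.43 (adjusted p = 0.0352 by limma, 5.76e-05 to 0.108 over its alternatives) and was at least 6.31-fold higher at 24 h. Most of its 24 h reads were in replicate 3, and the log2 fold-change ranged from 2.58 to 4.29 with each library left out in turn. All 24 h libraries lay on one side of all 0 h libraries for each of these genes. In the authors' deposited table the false discovery rate at 24 h was 0.166 for Mir24-1 and 0.0560 for AC124457.1, both above 0.05. No explanation of these changes was tested, and the calls on Mir106b, Mir24-1, AC124457.1 and Mir302b were lost under some alternatives.

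Between 24 h and 18 h, Gm22363 (2.46), Gm23493 (3.35) and Mir219b (3.08) were upregulated and Gm25014 (-2.90) was downregulated, with differences on the log2(FPKM+0.1) scale given in parentheses and adjusted p values of 0.0324, 0.0382, 0.0324 and 0.0324 by limma. With the replicate block these adjusted p values were 0.0481, 0.0618, 0.0481 and 0.0616, in the same order. A fit of only these time points also called 3 upregulated genes and 1 downregulated gene, but shared 0 of them with the main fit in either direction. The first 3 are listed at 0 in all 18 h libraries and Gm25014 in all 24 h libraries, so the size of these differences is set by the pseudocount and no fold is given. Of these genes all 4 are under 200 nt and are left out of the authors' filtered table, and the calls may therefore rest on a few reads. Of the 4 splits of these 6 libraries that part all 3 same-numbered pairs, 2 gave as many genes, the real split included, and such a share cannot be under 0.05 with 3 libraries against 3. The other 6 of the 10 splits keep same-numbered libraries partly together and gave at most 5 genes. Without the block, the number of genes called between 24 h and 18 h therefore cannot be told apart from that of other splits of these libraries. With the replicate block, 1 of the 4 splits that part all pairs gave as many genes by limma, and 1 of 4 by edgeR, which was the real split with 4 and 9 genes. The other 3 splits gave at most 1 gene by limma and 0 by edgeR, with 277 to 476 genes at an unadjusted p under 0.05, against 2203 by limma and 2550 by edgeR in the real split. With 4 splits this share cannot be under 0.05 either.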

How the results depend on the processing

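The fits of edgeR with the replicate block, of edgeR on genes with at least 10 reads in at least 3 libraries and of genes with at least 200 nt of exons were chosen after the data were seen. Values are given for each setting that moved a count of genes called over all genes tested by more than 1.5 times. The cause was not tested unless stated. Counts of called genes within the marker lists also moved and are not all given. With a pseudocount of 1 the trophectoderm list had 3 upregulated genes at 24 h.

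At 18 h compared with 0 h, 239 genes were upregulated and 130 downregulated, and at 24 h 371 and 150. With a pseudocount of 1 these counts were 66, 54, 84 and 67, in that order. With a mean FPKM of at least 1 they were 125, 85, 166 and 99. A minimum absolute log2 fold-change of 2 gave 49, 18, 66 and 20, and no minimum gave 766, 667, 1171 and 917. With edgeR on the recovered reads 383 genes were upregulated and 200 downregulated at 18 h, and 241 were downregulated at 24 h. With edgeR and the replicate block the counts were 505, 311, 678 and 340, and with edgeR on genes with at least 10 reads 364 genes were upregulated at 18 h. The replicate block in limma gave 199 downregulated genes at 18 h, and a fit of only the time points compared gave 75. Across the 6 fits that each left out one library of the time points compared, the counts ranged from 158 to 242 upregulated and from 65 to 176 downregulated at 18 h, and from 240 to 354 and from 79 to 185 at 24 h. Of the 371 genes upregulated at 24 h, 343 were shared with edgeR, 333 with DESeq2 and 81 with a pseudocount of 1.

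The number of genes upregulated at both 18 h and 24 h was 198. It was 51 with a pseudocount of 1, 109 with a mean FPKM of at least 1, 325 with edgeR, 304 with DESeq2, 411 with edgeR and the replicate block, 316 with edgeR on genes with at least 10 reads, 35 with a minimum of 2 and 619 without a minimum. It ranged from 141 to 208 over the 9 fits that each left out one library. The number downregulated at both was 78. It was 39 with a pseudocount of 1, 43 in fits of only the time points compared, 135 with edgeR, 134 with DESeq2, 185 with edgeR and the replicate block, 135 with edgeR on genes with at least 10 reads, 9 with a minimum of 2 and 473 without a minimum, and it ranged from 39 to 119 with one library left out.

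Between 24 h and 18 h, 3 genes were upregulated and 1 was downregulated, with 1004 genes at an unadjusted p under 0.05. Neither direction had a call (0) with a pseudocount of 1 (1041 genes at an unadjusted p under 0.05), a mean FPKM of at least 1 (694), genes with at least 200 nt (957), edgeR (983) or edgeR on genes with at least 10 reads (896). With a pseudocount of 0.01 there were 1 upregulated and 0 downregulated genes (966 at an unadjusted p under 0.05), and with DESeq2 0 and 2 (789). The downregulated genes numbered 2 with no filter and 2 with no intensity trend, and edgeR with the replicate block called 7 upregulated and 2 downregulated genes. With one library at 18 h or 24 h left out, the counts ranged from 0 to 1 upregulated and from 0 to 5 downregulated, with 725 to 1015 genes at an unadjusted p under 0.05. With one library at 0 h left out, they ranged from 1 to 6 and from 0 to 2, with 1084 to 1160 genes. For Sox1 the log2 fold-change between 24 h and 18 h was 1.12 and did not pass the threshold, whereas edgeR with the replicate block gave 1.18 with an adjusted p = 0.000776 (0.000776 to 1 over its alternatives), and the value ranged from 0.88 to 1.44 with one library left out.

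The rank of Foxd4 among genes upregulated at 24 h was 6. It was 55 with a pseudocount of 1, 4 with DESeq2 and 4 with edgeR on genes with at least 10 reads, and ranged from 3 to 12 with one library left out. Among genes above 1 FPKM at 24 h the rank was also 6, and it was 55 with a pseudocount of 1, 3 with a pseudocount of 0.01, 1 with edgeR, 1 with DESeq2, 1 with edgeR and the replicate block and 1 with edgeR on genes with at least 10 reads, and ranged from 3 to 9 with one library left out. Foxd4 had at most 4 reads in a 0 h library, and its fold-change and rank moved with the pseudocount.

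Of the 11 marker lists, 7 passed the threshold at 24 h, and the number was within 1.5 times under all alternatives run. The fits of the lists that left out a library were also added after the data were seen, and 7 lists passed in each of the 6. Lists that changed direction did not pass under any setting. The primed epiblast list changed direction with a mean FPKM of at least 1 (adjusted p = 0.970 by camera) and with quantile normalization (adjusted p = 0.769), within a range of 0.668 to 0.987 over its alternatives, and also in 3 of the fits that left out one library, across which its adjusted p ranged from 0.668 to 0.983. In these fits the naive pluripotency list also changed direction in 1, with a range of 0.0967 to 0.931, as did the Nodal pathway list, with a range of 0.645 to 0.908. The B-lineage list no longer passed without the filter on FPKM. The other comparisons of lists, 61 with a library left out and 94 under the other settings, kept direction and side of the threshold. Of the 94, 11 are those with no intensity trend, a setting that does not enter camera and cannot move a list.

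Among single genes at 24 h, Gata4 and Gata6 changed direction and passed the threshold under no setting. Gata4 ranged from -0.30 to 0.094 and Gata6 from -0.11 to 0.15 with one library left out, and Gata6 was -0.018 after quantile normalization. With one library left out 276 other comparisons kept direction and side of the threshold, 19 fell below it and 1 passed it. Under the other settings 659 kept both, 19 fell below the threshold and 1 passed it. With a mean FPKM of at least 1 no value was obtained for Foxd4 and its ranks, Neurod4, T, Eomes, Gata4, Gata6, Foxa2, Zeb2 and Ighm, nor for the primitive streak and B-lineage lists. With at least 200 nt of exons none was obtained for Mir302b, mt-Tt, Mir106b, Mir24-1, mt-Tw, Gm23639 and AC124457.1, and with at least 10 reads none for Mir106b, Mir24-1 and AC124457.1. Depth limits the results on Gata4, Foxa2 and Neurod4, which had 24, 15 and 9, 5, 6 and 4 and 0, 5 and 6 reads in the 0 h libraries.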

Differences from the paper's values

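All alternatives named here were set before the data were examined unless stated.

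The paper reports a log2 fold-change of 5.7 for Foxd4 at 24 h, against 3.54 here. The gap was closed with a pseudocount of 0.01 (6.01), with edgeR (5.67) and with DESeq2 (5.79) on the recovered reads, and by none of the other alternatives set before the data were examined. For Neurog3 the paper gives 3.1 against 2.78 here, and the gap was closed with a pseudocount of 0.01 (3.15), with edgeR (3.09), with DESeq2 (3.09), without replicate 2 at 0 h (3.04) and without replicate 2 at 24 h (2.92). For Neurod4 the paper gives 4.4 against 2.75 here, and the gap was closed with a pseudocount of 0.01 (4.41), with edgeR (4.37) and with DESeq2 (4.40). Both further edgeR fits, chosen after the values were seen, also closed these gaps. With the replicate block edgeR gave 5.67 for Foxd4, 3.08 for Neurog3 and 4.31 for Neurod4, and on genes with at least 10 reads it gave 5.67, 3.09 and 4.37.

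The paper's false discovery rates at 24 h also differ from the adjusted p values of limma here. For Foxd4 the paper gives 0.0003 against 0.00123, and edgeR gave 0.000256, within a range of 2.10e-10 to 0.00853 over the alternatives. For Sox1 the paper gives 0.003 against 0.00496, and limma with a mean FPKM of at least 1 gave 0.00370, within a range of 2.20e-09 to 0.0265. For Neurog3 the paper gives 7.18E-05 against 0.000605, and edgeR gave 5.31e-05, within a range of 6.50e-15 to 0.00710. For Neurod4 the paper gives 0.02 against 0.00830. The gap for Neurod4 was closed with a pseudocount of 1 (0.0273), a pseudocount of 0.01 (0.0143), no filter (0.0170), no intensity trend (0.0174), and without replicate 2 at 0 h (0.0197), replicate 3 at 0 h (0.0180) or replicate 1 at 24 h (0.0177), within a range of 2.03e-09 to 0.0348. The other alternatives set before the data were examined did not close these gaps. Of those chosen after the values were seen, limma on genes with at least 200 nt of exons closed the gap for Sox1 (0.00277), and edgeR on genes with at least 10 reads closed that for Neurog3 (9.49e-05).

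The paper states that Foxd4 is the gene with the strongest upregulation at 24 h. Here Foxd4 ranked 6 of 371 upregulated genes, below Cldn5, Id3, Lmx1b, C130021I20Rik and Ccl7, the last named after its values were seen, and 6 of 202 among those above 1 FPKM at 24 h. With edgeR and with DESeq2 on the recovered reads it ranked 1 among the genes above 1 FPKM, as it did with edgeR and the replicate block and with edgeR on genes with at least 10 reads, both chosen after the values were seen. In the authors' deposited table Foxd4 ranks 6 of 513 upregulated genes and 1 of the 212 above 1 FPKM.

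The paper lists Lefty2 as downregulated. Here Lefty2 was called at 18 h (-1.79), but at 24 h its log2 fold-change of -0.88 was smaller in size than the minimum of 1, and it was called at 24 h only without replicate 1 at 24 h (-1.05). The paper names no time point for this fall. The authors' deposited table gives close values, -1.82 at 18 h and -0.882 at 24 h, so the values themselves do not differ. The paper describes a clear rise of Sox1 at 18 h by qRT-PCR, and in the RNA-seq libraries the adjusted p of Sox1 at 18 h was 0.0541 by limma, whereas it passed the threshold with the replicate block (0.00754) and with edgeR (0.0193). A panel of Fig. 4D is titled Dll2, and the mean values that can be read from it by eye, about 2.5, about 8.5 and about 10 FPKM at 0 h, 18 h and 24 h, match those of Dll3 here (2.52, 8.51 and 9.99 FPKM).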

Other observations

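The tests of the neighbours of Hprt, of the design behind the authors' table, of the pairing, of the pseudocount and of other splits of the samples with the replicate block were chosen after the results were seen, whereas those of the other splits without the block and of the BMP targets were fixed earlier.

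The E2A inhibitor genes Id1, Id2, Id3 and Id4 all rose at 24 h, with log2 fold-changes of 2.62, 1.95, 4.21 and 2.32 and all 24 h libraries above all 0 h libraries. Id4 overlaps A330033J07Rik and Gm49291 on the opposite strand. Id genes are also targets of BMP signalling, and Bmp7 had a log2 fold-change of 3.49. A general rise of BMP and SMAD targets was tested on a list without the Id genes, in which the median over 7 genes tested was 0.69 with a camera p-value of 0.00504, and 0.0101 with the replicate block. This is consistent with a rise beyond the Id genes. With only the genes at a mean FPKM of at least 1, 3 genes were left and the p-value was 0.911, so a rise was not detected among the 3 genes left. A direct effect of E2A on the Id genes was not tested, and dox itself cannot be separated from E2A.

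Hprt rose from 11.4±1.92 FPKM (mean±s.d., n=3) at 0 h to 48.2±4.07 at 24 h, a log2 fold-change of 2.08 (adjusted p = 5.83e-05 by limma, 2.53e-55 to 0.00145 over its alternatives), with all 24 h libraries above all 0 h libraries. The inducible cassette was placed upstream of Hprt, so transcription that continues from the cassette is a candidate explanation. Of 25 other genes tested within 1000000 bp of Hprt, 1 was upregulated, C430049B03Rik with a log2 fold-change of 1.02, and 2 were downregulated, Ccdc160 (-1.84) and Kis2 (-1.44), which are named after their values were seen. This neither separates the explanation from others nor excludes it.

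Nanog rose with a log2 fold-change of 0.86 (adjusted p = 0.00735 by limma, 4.27e-10 to 0.0356 over its alternatives) and Pou5f1 fell with a log2 fold-change of -0.58 (adjusted p = 0.0220 by limma, 5.70e-09 to 0.0865 over its alternatives), each with a change smaller in size than the minimum of 1. All 24 h libraries lay above all 0 h libraries for Nanog, and 3 of 3 lay below all 0 h libraries for Pou5f1. The list of naive pluripotency genes had a median of -0.21 at 24 h (adjusted p = 0.399 by camera, 0.0967 to 0.931 over its alternatives) and the list of primed epiblast genes a median of 0.01 (adjusted p = 0.946, 0.668 to 0.987 over its alternatives). In the naive list 9 of 14 genes lay below 0, and in the primed list 6 of 12 lay above 0. At 18 h the naive list had a median of -0.31, with 10 of 14 genes below 0, and passed the threshold with the replicate block (adjusted p = 0.0478 by camera) but not without it (0.191), and these were the only fits of the list run at 18 h. No explanation was tested.

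Of the 4 splits that part all 3 same-numbered pairs of the libraries at 18 h and 0 h, 1 gave as many genes as were called, and that was the real split. The same held at 24 h and 0 h, where 1 of the 4 splits gave as many. The other 6 of the 10 splits in each comparison keep same-numbered libraries partly together and gave at most 5 genes. With the replicate block, 1 of the 4 splits gave as many genes by limma and by edgeR in both comparisons, again the real split. The others gave 0 genes, with 290 to 826 genes at an unadjusted p under 0.05, against 6522 to 7865 in the real splits. Without the block the real splits gave 369 genes at 18 h and 371 upregulated and 150 downregulated genes at 24 h, against at most 1 in the other splits that part all pairs. A share under 0.05 cannot be reached with so few splits, whatever their counts.

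Same-numbered libraries deviated together from the means of their time points, with a lowest correlation of 0.211 among the 9 pairs, across genes, which are not independent. The mean of -0.161 among the 18 other pairs is no separate evidence, since the deviations of the 3 replicates of a time point sum to 0 and this largely fixes it. This is consistent with replicates that were grown or processed together. The log2 fold-changes in the authors' deposited table at 24 h differed by at most 0.0154 from an edgeR fit without a block and by up to 0.488 from a fit with it, which suggests that the authors' comparisons did not use the pairing.

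Of the genes upregulated at 24 h in the authors' deposited table, 176 were not called here, of which 112 were tested and 64 lay below the filter on FPKM, so they could not be called. The median of the mean FPKM was 0.175 over the 176 genes, against 0.917 for the 337 genes called in both. Over the 112 genes tested the median log2 fold-change here was 0.91. A smaller pseudocount was tested as the explanation for these, and 40 of the 112 were called with a pseudocount of 0.01. The pseudocount may account for these 40 genes, and no explanation was tested for the other 72. With no filter 4 of the 64 genes were called.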
